# The Impact of the Deepwater Horizon Oil Spill upon Lung Health—Mouse Model-Based RNA-Seq Analyses †

**DOI:** 10.3390/ijerph17155466

**Published:** 2020-07-29

**Authors:** Yao-Zhong Liu, Charles A Miller, Yan Zhuang, Sudurika S Mukhopadhyay, Shigeki Saito, Edward B. Overton, Gilbert F Morris

**Keywords:** BP oil spill, RNA-seq, lung cancer, dispersant, Corexit 9527, DNA damage, lung inflammation, K-Ras^LA1^ mice

## Abstract

We used a transcriptomic approach to interrogate the effects of a saline-accommodated fraction from the Macondo 252 well (MC252) oil and Corexit dispersants on lung tissue. Wild-type C57BL/6 male and female mice were exposed on days 0, 7 and 13 by oropharyngeal aspiration to saline accommodated fractions (SAF) of crude oil from the Macondo (MC252) well, Corexit 9500, Corexit 9527, 9500+oil and 9527+oil or a saline solution as the vehicle control. These treatments did not cause overt toxicity, with the exception of the Corexit exposures which caused brief weight loss after the first exposure. On day 14, total RNA was isolated from the left lung for RNA-seq analyses. KEGG-pathway-based differential expression revealed that Corexit 9527 elicited the strongest changes involving the upregulation of 19 KEGG pathways (FDR < 0.10), followed by Corexit 9500 with the upregulation of seven pathways (FDR < 0.10). As an important signature, pathways related to a response to DNA damage (e.g., p53 signaling and mismatch repair) dominate those upregulated by Corexit 9527 and Corexit 9500. In addition, pro-inflammatory pathways (e.g., cytokine-cytokine receptor interaction, IL-17 signaling pathway and TNF signaling pathways) were upregulated selectively in oil-treated male mice. Surprisingly, oil + dispersant combinations caused lesser effects than the individual treatments at the transcriptomic level. Overall, these findings support potential genotoxicity, inflammation and cell death due to dispersant or oil exposures. Similar exposures to lung tumor bearing K-Ras^LA1^ mice provided evidence for tumor promotion by oil and Corexit dispersant treatments. Our mouse RNA-seq analyses may be relevant to the pulmonary health hazards of MC252 oil and dispersants experienced in exposed populations.

## 1. Introduction 

The Deepwater Horizon oil spill (the BP oil spill) was the largest marine oil spill in the history of the petroleum industry and one of the largest environmental disasters in American history [1,2]. During the period of ~5 months (from the explosion of Deepwater Horizon on 20 April 2010 to 19 September 2010), when the well was formally declared sealed, approximately 210 million US gallons of crude oil spilled [1,2] and 1.84 million US gallons of oil dispersants were applied [3,4]. Approximately 50,000 workers were involved in the cleanup during and after the spill. The formation of aerosols containing oil and dispersants on the sea surface at the site of oil spill [5] could present a public health threat. Consequently, short- and long-term health effects might occur from inhaling oil and dispersant chemicals. Respiratory irritation symptoms have been reported in both cleanup workers [6] and the local women of southern Louisiana following the oil spill [7]. Evidence of genotoxic effects that persisted 5–6 years after the Prestige oil spill incident have been reported [8,9]. Therefore, performing experiments under controlled environmental conditions may increase our understanding of the effects on people years after the exposure.

Corexit 9527 [10] and 9500 [10] were the principal dispersants used on the oil that spilled from the Macondo 252 well (MC252, Deepwater Horizon/BP oil spill). There is some evidence that 2-butoxy ethanol, a principal component of Corexit 9527, may be carcinogenic. In a long-term carcinogenesis study, pulmonary exposures to 2-butoxy ethanol produced sex-specific toxicity and cancers of the adrenal glands, forestomach, and liver after chronic pulmonary exposures at relatively high treatments in mice but not rats [11]. The tumorigenic potential of Corexit 9500 or its components have not been described. Oil from the Macondo 252 (MC252) well is a highly characterized light, sweet crude. Crude oils are generally known for their genotoxicity and carcinogenic effects as they contain a multitude of toxic chemicals [12].

Our previous RNA seq studies [13,14] of exposed human airway epithelial cells (BEAS-2B cells) identified five KEGG pathways upregulated by Corexit 9527, including ribosomal biosynthesis (hsa03008) (*p* = 1.97 × 10^−13^), protein-processing (hsa04141) (*p* = 4.09 × 10^−7^), Wnt signaling (hsa04310) (*p* = 6.76 × 10^−3^), neurotrophin signaling (hsa04722) (*p* = 7.73 × 10^−3^) and insulin signaling (hsa04910) (*p* = 1.16 × 10^−2^) pathways. The co-upregulation of the above pathways suggest carcinogenic potential for Corexit 9527 [15,16,17]. Here, we extended the previous cell culture studies [13,14] to a murine model. We conducted experiments using the wild-type C57BL/6 (B6) mice of both sexes treated with saline-accommodated fractions (SAF) of MC252 crude oil (treatment group 1), Corexit 9500 (treatment group 2), Corexit 9527 (treatment group 3), 9500+oil (treatment group 4), 9527+oil (treatment group 5) and saline (as controls) (treatment group 6). The lung samples of the treated mice were used for RNA-seq analysis, qRT-PCR, and histology. To assess whether these treatments had effects on tumorigenesis, we also exposed lung tumor bearing K-ras^LA1^ mice in a similar manner to the B6 mice. Lung tumorigenesis indices, including pleural surface tumor count, tumor burden and tumor cell numbers, were used to compare the effects between a treatment and control (saline).

The most pronounced effects in our previous [14] and present study were observed for the treatment with the SAF of Corexit 9527, which was highlighted by upregulation of a number of pathways related to DNA damage. Similarly, some of the DNA damage pathways were also upregulated by the Corexit 9500 SAF. Moreover, proinflammatory pathways were upregulated by the crude oil SAF in male mice. Consistent with the above observations at the transcriptomics level, the three treatments also increased promotion of lung tumors in the K-ras^LA1^ mice. Overall, our findings provide evidence supporting DNA damage, proliferation, inflammation, and tumor promotion of oil-spill chemicals for the pulmonary system.

## 2. Methods

### 2.1. Preparation of Saline Accomodated Fraction (SAF)

Louisiana Sweet Crude Oil was kindly provided by The Architecture, Engineering, Consulting, Operations and Management Company (AECOM, Los Angeles, CA, USA). This oil was obtained from the site of the Macondo well during the BP Oil Spill disaster. Many studies on the composition and effects of MC252 oil are reported at the Gulf of Mexico Research Initiative’s GRIIDC database (https://data.gulfresearchinitiative.org). Commercially available Corexit EC9500A and EC9527 dispersants were kindly provided by a contract between Nalco/Exxon Energy Chemicals, L.P. (Sugar Land, TX, USA) and Tulane University (New Orleans, USA). The dispersants are liquid solutions ready for use. Corexit 9527 is a commercial grade mixture of propylene glycol (1–5%), 2-butoxy ethanol (30.0–60.0%), and proprietary organic sulfonic acid salts (10–30%) [10]. Corexit 9500 consists of dioctyl sodium sulfosuccinate (DOSS, 18.2%), sorbitan and isosorbide containing polyethoxylates (2.8%), monoesters (15.8%), diesters (23.9%), triesters (17.3%) and tetraesters (3.3%) and the remaining18.7% is dipropylene glycol butyl ether (DGBE) and Norpar12 [10], a mixture of paraffins that are 5 to 20 carbons in length.

Saline-accommodated fractions (SAF) of MC252 oil, Corexit 9500, Corexit 9527, 9500+oil, and 9527+oil were made per the protocol in our previous study with the exception that Hank’s Balanced Salt Solution (HBSS) replaced water [13]. Briefly, fractions containing oil were prepared at a 1 part oil to 20 parts HBSS ratio, Corexit solutions were prepared at 1:40 HBSS ratios, and the combinations had 0.5 parts Corexit +1 part oil to 20 parts HBSS. After mixing vigorously for 24 h at 300 rpm, the solutions were allowed to separate and the saline phase (for the oil alone sample) was removed and used for the exposures. The other mixtures did not readily phase separate and were used directly (Figure S1).

### 2.2. Treatment of Wild-Type C57BL/6 Mice for Transcriptome Analysis

Animal protocols were reviewed by the Tulane University institutional animal care and use committee (Protocol ID 106: Impact of Oil Spill to Human Lung Health—Next Generation Sequence and Mouse Model Based Analyses. Date of approval: 02/26/2018). Wild-type C57BL/6 mice 7 weeks of age were purchased from Charles River and acclimated to the vivarium for 1 week before commencing the experiment. The mice were maintained under specific pathogen free conditions and provided food and water ad libitum. Six treatment groups, i.e., oil, Corexit 9500, Corexit 9527, 9500+oil, 9527+oil, saline (control), were set up, with each group containing 3 male or 3 female mice. After 10-fold dilution in HBSS (0.1 SAF), 50µl of each 0.1 SAF was delivered to mice by oropharyngeal aspiration as previously described [18]. Treatments with 0.1 SAFs were on days 0, 7 and 13, with euthanasia and tissue collection on day 14. Upon harvest, the left lung was placed in 1ml Trizol (Ambion) and homogenized in a bead mill homogenizer at power 5 for 60 s. The homogenate was frozen at −80 °C for processing later. The right lung was fixed by perfusion with formalin for histological analyses as previously described [19].

### 2.3. Treatment of K-Ras^LA1^ Mice

Heterozygous K-Ras^LA1^ mice in the C57BL/6 background were provided by Dr. Tyler Jacks through the National Cancer Institute Mouse Repository. These mice, which harbor a duplication of exon 1 in a non-functional allele of K-Ras, spontaneously develop multi-focal lung tumors by 6-8 weeks of age due to stochastic homologous recombination [20].

Male (3–4 per treatment group) and female K-ras^LA1^ 8 week old mice (3–4 per treatment group) were treated by oropharyngeal aspiration with 50µL 0.1 SAFs of oil, 9500, 9527, 9500+oil, 9527+oil and saline as described above for wild-type B6 mice on days 0, 7, 14 and euthanized at day 21. The lung tissue was processed as described above and the fixed right lung was characterized for lung tumorigenesis indices, i.e., pleural surface tumor count, lung tumor burden, lung tumor cell count. In total, there were 42 mice, including 4 mice of each sex in both the saline (control) and oil groups, 4 male mice in the 9527 and the 9527+oil groups and 3 mice of each sex in each of the remaining treatment groups.

### 2.4. RNA-seq of Wild-Type C57BL/6 Mice

The Trizol homogenate was thawed to room temperature and 200 µl chloroform was added followed by vortexing. The mixture was centrifuged at 12,000× *g* for 15 min at 4 °C in a heavy phase lock gel tube (Five Prime). The upper phase was transferred to a tube containing an equal volume of 70% ethanol. Subsequent RNA purification was with a RNeasy mini kit according to the manufacturer’s specifications (Qiagen, Germantown, MD, USA). DNA was removed from the isolated RNA by DNase I treatment (Qiagen, Germantown, MD, USA) and the RNA was re-purified by RNeasy mini kit.

Total RNA was sent to Omega Bioservices (Norcross, GA, USA) for sequencing. At Omega Bioservices (Norcross, GA, USA), before RNA-sequencing, the total RNA for each specimen was checked for quality using Agilent TapeStation (Agilent Technologies, Santa Clara, CA, USA). The RNA Integrity Numbers (RINs) for all the specimens as obtained by TapeStation passed a score of 8.0 or greater. Upon quality check, mRNA sequencing was performed using the Illumina TruSeq Stranded mRNA sequencing kit. The sequencing depth was at least 40 million reads, with paired end reads of 150 bps (PE150). The raw RNA-seq data were submitted to NCBI GEO (Gene Expression Omnibus) with accession number of GSE137204.

### 2.5. Characterization of K-Ras^LA1^ Mice

For each K-Ras^LA1^ mouse, the number of pleural surface tumors on fixed lung tissue was counted by three investigators, who were blind to the treatment group assignment. The counts from three investigators were averaged to represent the number of pleural surface tumors for that specimen for downstream statistical analyses. Tissue sections prepared from paraffin-embedded fixed lung tissue were cut at 5µm and stained with hematoxylin and eosin (H&E) before evaluation of tumor burden and tumor cell number. The tumor burden (defined as the ratio of hyperplastic lesion area to total lung section area on H&E-stained sections) was quantified with an Aperio ScanScope slide scanner. Tumor cell number was the total number of cells contained in all the specific tumor areas as determined by the image analysis software (Genie) of the slide scanner.

### 2.6. RNA-seq Data Analysis

RNA-seq raw data (fastq data) passed for overall quality using FastQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).The transcript quantification analysis of fastq data was performed using Salmon program [21]. Specifically, an index file was first built using the reference transcriptome for mouse (Mus_musculus.GRCm38.cdna.all.fa). Then, fastq data of each sample were aligned to the index file for transcript quantification using “salmon quant” command, which resulted in a quant.sf file containing count information for each transcript. The resultant files, quant.sf files, for all the samples were then grouped and analyzed together using R and Bioconductor’s tximport package [22], which generated a count matrix, with rows as transcript IDs and columns as specific samples.

The count matrix was then analyzed using DESeq2 package [23] for differential expression analysis, which produced differentially expressed genes between two comparison groups based on a model using the negative binomial distribution. To discover differential expression at the pathway level, another package, GAGE [24], was used to identify those KEGG pathways that are differentially regulated between two conditions. The package is based on a meta-test that summarizes t test statistics (for differential expression at the individual gene level) for all genes contained in a pathway. Differential pathway expression may be identified if a large number of individual genes in the pathway have the same direction of differential expression. An FDR value of <0.10 was used for significance threshold.

We submitted up- and downregulated gene expression data (*p* < 0.05) to DAVID [25] (https://david.ncifcrf.gov) to obtain functional annotation (e.g., GO terms). A Bonferroni corrected *p* value < 0.05 was used for significance threshold of gene set enrichment. The above differential expression analysis and gene set enrichment were performed on the total (pooled both sexes) sample and sex-specific samples respectively.

### 2.7. Real-Time PCR Experiments

RNA purity and concentration were measured using a NanoDrop spectrophotometer (Thermo Scientific). First-strand cDNA was generated by reverse transcription using the *iScript* cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Quantitative PCR was performed with primer sets shown in Supplemental Table S1 with the iQ SYBR Green Supermix (Bio-Rad). PCR conditions were 95 °C for 3 min, followed by 45 cycles at 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 15 s. After PCR, a melting curve inferred the specificity of the amplification. Relative expression of a specific target mRNA was normalized against a mouse internal control mRNA, 36B4 (a ribosomal protein).

### 2.8. Statistical Analysis of Tumor Indices of K-Ras^LA1^ Mice and Real-Time PCR Data

An extreme outlier (mouse #17), which is defined as >3 IQR (interquartile range) from the median, was identified for tumor cell number and tumor burden and hence was removed for subsequent analysis.

We used a Poisson regression model (with *glm* function in R) to analyze the association of pleural surface tumor count with different treatments, while adjusting for sex. We used the *lm* function in R to analyze the association of log-transformed tumor burden and log-transformed tumor cell count with different treatments, while adjusting for sex. This adjustment of sex aimed to remove the difference in an outcome of interest (e.g., tumor burden) that might be attributed to the sex difference so as to achieve a more precise estimate of the treatment effects. We used a multiple regression analysis approach, as implemented in the *lm* function in R, to analyze the real-time PCR data, which follows the method by Yuan et al. [26]. As compared with the traditional delta–delta CT method, this method can accommodate covariate information (such as sex in our study) in the real-time PCR experimental design. Specifically, for each mouse subject, the CT values for the reference gene (36B4 gene) and the target gene (e.g., Chek1 gene) were averaged over technical replicates. Then the CT value of the reference gene was deducted from the CT of the target gene to obtain the delta CT value, i.e., the delta CT value was tested for effect of a treatment (e.g., Corexit 9527) while adjusting for sex under regression analysis, where we coded the treatment variable under two levels, e.g., Corexit 9527 and control, with control as the “baseline” level. The fold change of the treatment (Corexit 9527) vs. control (saline) was estimated through regression coefficient for the treatment term, i.e., 2 to the negative power of the regression coefficient. A significant regression coefficient for treatment variable indicates confirmation of real-time PCR results. For example, a significant (*p* < 0.05) “negative” regression coefficient of treatment, suggesting a lower delta CT value in the treatment, e.g., Corexit 9527, as compared to the control, confirms “upregulation” of a gene in the treatment vs. control.

## 3. Results

### 3.1. Pilot Experiments Determined Tolerable Treatments for RNA-seq Experiments

Our initial experiment with three female mice was designed to determine a dose of Corexit 9500+oil SAF that caused lung injury in mice. Previous experiments indicated that the Corexit 9500+oil and Corexit 9527+oil SAF displayed similar toxicity curves with BEAS-2B cells in culture and that at 1/100 dilution of both solutions was toxic [27]. Therefore, mice were treated by oropharyngeal aspiration with 50µL of the 1/100 dilution SAF and 10-fold higher (1/10) and lower dilutions (1/1,000) SAF to assess their tolerability. Mice sacrificed on day 14 tolerated three treatments (day 0, 7 and 13) with each dilution of Corexit 9500+oil. The mouse exposed to the 1/10 dilution of Corexit 9500+oil SAF displayed modest weight loss (<5%) on the initial treatment but recovered and did not exhibit significant weight loss on the two subsequent treatments. Moreover, H&E stained tissue sections of fixed lung tissue from the exposed mice showed modest evidence of lung injury. Subsequent experiments were performed with 1/10 dilution of each SAF.

A second preliminary experiment was performed with six female mice with one mouse treated with saline, oil, Corexit 9500, Corexit 9527, Corexit 9500+oil, Corexit 9527+oil, respectively, on day 0, 7 and 13 @ a concentration of 1/10 SAF before euthanasia on day 14. A third preliminary experiment was performed with male mice that repeated the second preliminary experiment.

For each experiment, each treatment regimen was tolerated. The mice treated with 1/10 SAF of Corexit 9500 or Corexit 9527 exhibited weight loss (~10%) on the initial treatment but recovered to gain weight through subsequent treatments. Surprisingly, the addition of oil to the SAF of the dispersant (either Corexit 9500 or Corexit 9527) reduced the severity of weight loss to ~2% on the initial treatment. Microscopic assessment of H&E stained sections of fixed lung tissue revealed areas of minor focal inflammation that were most pronounced in the mouse treated with Corexit 9527.

The gross and histological assessments of female and male mice in the second and third preliminary experiments are presented in Supplemental Figure S3. Additionally presented is the weight change data in second preliminary experiment.

### 3.2. Total Sample Analyses Identified DNA Damage Effects from Corexit 9527/9500

We observed a stable weight increase in the treated mice over the two weeks with the exception of the Corexit 9527 treatment, which induced a drop of weight on the initial few days in both male and female mice (Figure 1). However, even mice of that treatment group later gained weight through subsequent treatments and returned to normal within one week (Figure 1).

Thirty-six wild-type B6 male and female mice (3 of each sex per treatment) were exposed by oropharyngeal aspiration to saline (control) or 1/10 SAF of oil and/or dispersant as described above on days 0, 7 and 13 before euthanasia on day 14. 

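The lung libraries of these 36 mice were made from 3 mice of each sex in each of 6 groups, which were saline (control), MC252 oil, Corexit 9500 or Corexit 9527 alone, or oil with either dispersant (9500+oil, 9527+oil). The paper gives the route as oropharyngeal aspiration of a saline-accommodated fraction, while the sample labels give intratracheal instillation and a water-accommodated fraction. Each dose was 50 µL, and the mice were 8 weeks old at the start. The authors estimated the reads from each transcript of the GRCm38 mouse transcriptome with the Salmon program and combined them with tximport into counts per gene, without normalization, in separate tables for female and male mice. Between 17501180 and 30011557 reads per mouse were counted on genes. The group medians ran from 19246317 reads in female mice treated with 9500+oil to 28123753 reads in female mice treated with Corexit 9527. The median was 21678336 reads in female and 19398666 reads in male saline mice. The counts were compared with edgeR's quasi-likelihood test after normalization for library size by the TMM method. The p values were adjusted by the Benjamini-Hochberg method over the genes tested. Levels of single genes are given as CPM (counts per 1000000 counts of the library) with the SD over 3 mice. Genes with a near-identical copy are uncertain, since the counting could split their reads. Male mice had 27.3 to 44.3 CPM of Kdm5d, a gene of the Y chromosome, and female mice at most 0.401 CPM. Mitochondrial genes took over 20% of the counts in 4 female libraries. Their shares were 45.09% (95% Wilson interval 45.07% to 45.12%) in saline mouse 3, 38.38% (38.36% to 38.41%) in Corexit 9527 mouse 11, 22.56% (22.54% to 22.58%) in oil mouse 6 and 20.67% (20.65% to 20.69%) in 9500+oil mouse 14. These intervals cover counting error only. The other 14 female libraries had 6.16% to 11.34%, and the 18 male libraries 5.27% to 7.68%. The same 4 libraries had few counts on GC-rich genes. Their log2 ratio of GC-rich over GC-poor genes, against the other libraries, lay between -3.02 and -2.19, while that of the remaining 32 libraries lay between -0.77 and 0.24. No library was left out of the comparisons, and the values without these 4 libraries are given as an alternative that was chosen after the data were seen.

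**Figure D1:**
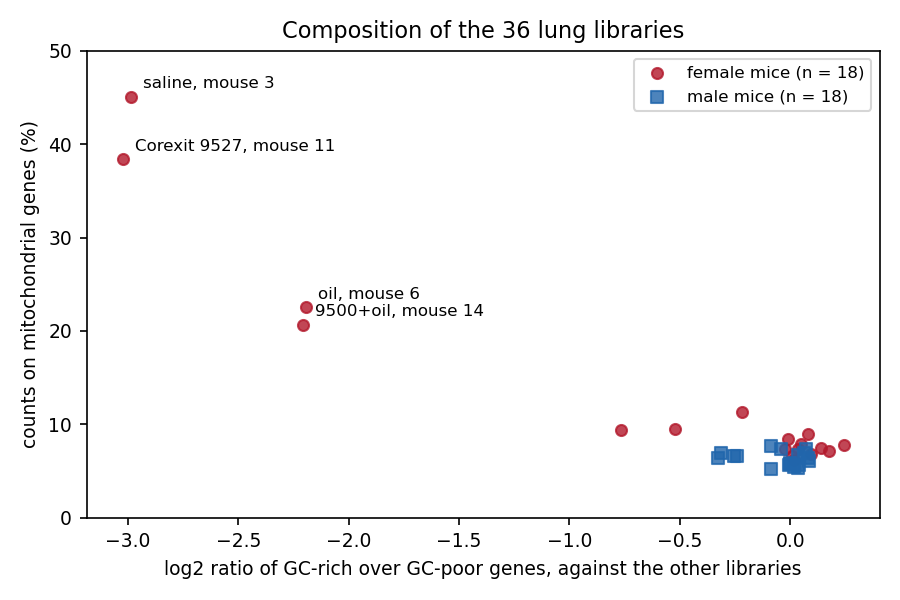
Percent of counts on mitochondrial genes against the log2 ratio of GC-rich over GC-poor genes in the 36 lung libraries, with a circle for each female and a square for each male mouse. The 4 named female libraries lie above 20% and below -2.19, apart from the other 32.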

The left lung of each mouse was processed for total RNA sequencing and the right lung was processed for histology. Total RNA yield per mouse varied according to sex and treatment (Figure S2). As observed in the preliminary experiments, microscopic examination of tissue sections from the treated mice revealed areas of focal inflammation that were most prevalent in mice treated with either 1/10 SAF of Corexit 9500 or Corexit 9527. 

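Each treatment was compared with saline over 6 treated and 6 saline mice, with sex as a covariate and 15318 to 15422 genes tested. With Corexit 9527, 5 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and all 5 were upregulated. With each of the other 4 treatments the number was 0. At an unadjusted p under 0.05 there were 439 genes with Corexit 9527, 461 with 9527+oil, 355 with Corexit 9500, 68 with oil and 64 with 9500+oil. Of the alternatives, limma's voom with sample quality weights moved the count for Corexit 9527 most, from 5 to 797 genes, and it was chosen after the data were seen. With 1 mouse left out, the count for Corexit 9527 lay between 0, as without female saline mouse 1, and 9 without female saline mouse 3. Pathways were tested as 19 gene sets named after KEGG pathways of the study. The paper reported these pathways as changed in these same libraries, so sets that pass are not independent evidence for them. The FDR covers these 19 sets and not all KEGG pathways. The sets for the pathways of Fig. 2 and Fig. 3 hold the genes drawn there, and the other sets are lists of genes written without the KEGG database. At an FDR under 0.10 in camera's test with a preset correlation of 0.01, 12 of the sets passed with Corexit 9527, 8 with Corexit 9500, 7 with oil and 2 with 9527+oil. With 9500+oil the count was 0, and the lowest FDR was 0.197. With the correlation estimated from the data, 5 sets passed with Corexit 9527 and 0 with each of the other treatments. Under fry, a rotation test, 5 sets passed with Corexit 9527, 1 with Corexit 9500 and 0 with oil, 9500+oil and 9527+oil. With a GAGE-style test, 18 sets passed with Corexit 9527, 16 with Corexit 9500, 17 with oil, 14 with 9500+oil and 16 with 9527+oil. That test takes genes as independent replicates, and the treated mice as independent although they share the saline mean. Its FDR values can therefore be too low. Without female saline mouse 3, 6 sets passed with 9527+oil.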

Through GAGE analysis [24] of total lung RNA prepared from the exposed mice, we identified three treatments, Corexit 9527, Corexit 9500 and 9527+oil, that induced significant differential expression at the KEGG pathway level (FDR < 0.10) (Table 1). 

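The 5 genes past the adjusted p of 0.05 with Corexit 9527 were Sprr1a, Mmp12, Kif20a, Cep55 and Hmmr. Sprr1a (ENSMUSG00000050359, a protein-coding gene on chromosome 3 of GRCm38 from 92483952 to 92485895) belongs to a family of similar genes, between which reads could be split. Its level was 31.9 ± 14.3 CPM (SD, n = 3) in treated and 1.39 ± 0.0815 CPM in saline male mice, and 15.5 ± 6.27 CPM in treated and 1.84 ± 0.499 CPM in saline female mice. The log2 fold change was 3.80 (standard error 0.40, adjusted p = 0.0121 from edgeR's quasi-likelihood test). Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) had a log2 fold change of 2.60 (standard error 0.29, adjusted p = 0.0121 from edgeR's test), with 64.4 ± 22.8 CPM against 8.96 ± 2.11 CPM in female and 37.6 ± 20.3 CPM against 7.26 ± 0.742 CPM in male mice. Kif20a, Cep55 and Hmmr had log2 fold changes of 1.80, 1.72 and 1.89, each with an adjusted p of 0.0483 from edgeR's test. For each of the 5 genes, every treated mouse lay above every saline mouse of its sex. With each mouse left out in turn, the log2 fold change of Sprr1a stayed between 3.57 and 3.99 and that of Mmp12 between 2.41 and 2.73. The adjusted p rose to at most 0.0748 for Sprr1a (without male saline mouse 1), 0.0765 for Mmp12 (without female saline mouse 1) and 0.256 for the other three genes (without male saline mouse 3), so 1 mouse decided these calls. Over the alternatives, the adjusted p of Sprr1a reached 0.241 with offsets for GC content and gene length. The same offsets gave 3 genes. Among the 12 sets, DNA replication had a median log2 fold change of 0.59 over its 35 tested members (33 higher, FDR = 4.2e-18 from camera), and Cell cycle one of 0.18 (96 higher and 22 lower, FDR = 4.72e-15). Lysosome (median 0.11, FDR = 5e-05), Phagosome (0.10, FDR = 0.00204), Chemokine signaling (0.07, FDR = 0.0587) and Ribosome biogenesis (0.09, FDR = 0.0963) were also upregulated. The median of Lysosome was 0.042 without female saline mouse 3. Notch signaling (-0.11, 14 higher and 35 lower, FDR = 0.0117) and MAPK signaling (-0.02, 61 higher and 85 lower, FDR = 0.0341) were downregulated. Cell cycle and DNA replication also passed with an estimated correlation (FDR = 0.00803 and 0.014) and under fry (FDR = 0.00232 and 0.0147). Over all alternatives run, the highest FDR of Cell cycle was 0.00803 and that of DNA replication 0.0147.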

The strongest effects were observed for Corexit 9527, as the treatment induced a large number of KEGG pathways, with 19 upregulated (Table 1, group 1) and four downregulated (Table 1, group 2). 

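With Corexit 9500, the sets past an FDR of 0.10 were all upregulated. DNA replication had a median log2 fold change of 0.35 (30 of 35 members higher, FDR = 1.8e-07 from camera), Ribosome 0.30 (77 higher and 8 lower, FDR = 4.22e-05), Cell cycle 0.20 (77 higher and 42 lower, FDR = 4.78e-05), Lysosome 0.17 (FDR = 0.00026) and Oxidative phosphorylation 0.22 (FDR = 0.00351). Without female saline mouse 3 the median of Lysosome was 0.059, and its FDR stayed at or below 0.00124 with 1 mouse left out. By sex, Ribosome had medians of 0.041 in male and 0.538 in female mice, and Oxidative phosphorylation 0.031 and 0.404. In a fit without female saline mouse 3, these differences between the sexes did not pass (FDR = 0.692 and 0.737 from camera). Cell cycle also passed under fry (FDR = 0.0683), and none of the 8 sets passed with an estimated correlation. The Cell cycle members with the smallest p were Plk1, Myc and Cdc20, with log2 fold changes of 0.99, 0.55 and 1.10. Their lowest adjusted p was 0.972 in edgeR's test. Offsets for GC content and length turned Myc to -0.09. With 9527+oil, Ribosome biogenesis was downregulated (median log2 fold change -0.10, 21 higher and 47 lower, FDR = 0.0185 from camera) and Notch signaling upregulated (0.21, 37 higher and 12 lower, FDR = 0.0102). The median of Notch signaling was 0.412 in female and -0.01 in male mice. Oxidative phosphorylation was lower in 48 and higher in 33 of 81 members, with an FDR of 0.132. This FDR fell to 1.26e-10 without female saline mouse 3, with a median of -0.17. Without female saline mouse 1 the median was 0.074, and the highest FDR with 1 mouse left out was 0.825. Wdr75, the Ribosome biogenesis member with the smallest p, fell by 0.76 on the log2 scale (standard error 0.27), and Ndufv2, that of Oxidative phosphorylation, fell by 0.53 (standard error 0.16). Both had an adjusted p of 0.837 in edgeR's test. Without female saline mouse 3, the log2 fold change was -0.404 for Wdr75 and -0.433 for Ndufv2, the smallest falls with 1 mouse left out.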

For the other two treatments, Corexit 9500 caused seven pathways upregulated (Table 1, group 3) and 9527+oil led to two pathways downregulated (Table 1, group 4).

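Among the sets tested with Corexit 9527, p53 signaling had a median log2 fold change of 0.14 (FDR = 0.000404 from camera's test), Fanconi anemia 0.16 (FDR = 5.67e-05), Mismatch repair 0.36 (FDR = 3.36e-07) and Homologous recombination 0.23 (FDR = 4.47e-10). Some members of these 4 sets also belong to the Cell cycle or DNA replication sets. With those members left out, Homologous recombination (FDR = 3.87e-10), Fanconi anemia (FDR = 0.000281) and Mismatch repair (FDR = 0.00292) passed, and p53 signaling had an FDR of 0.201. Homologous recombination, Mismatch repair and p53 signaling passed both with an estimated correlation (FDR = 0.014, 0.014 and 0.0212) and under fry (FDR = 0.00613, 0.0147 and 0.0116). Fanconi anemia passed under neither, with an FDR of 0.247 with the estimated correlation. With each mouse left out in turn, the FDR of p53 signaling stayed at or below 0.00617 and that of Fanconi anemia at or below 0.00345.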

Of note on the pathways upregulated by Corexit 9527, ~10 were related to responses to DNA damage (Table 1, group 1), as exemplified by p53 signaling, Fanconi anemia and mismatch repair. 

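With Corexit 9500, the median log2 fold change was 0.21 for Mismatch repair (16 of 21 members higher, FDR = 0.0109 from camera), 0.18 for Fanconi anemia (31 higher and 16 lower, FDR = 0.0337) and 0.17 for Homologous recombination (25 higher and 12 lower, FDR = 0.0337). p53 signaling had a median of 0.14 and did not pass, with an FDR of 0.137. It passed in 2 of the 12 fits that each left out 1 mouse (FDR = 0.00224 without female saline mouse 3), while Fanconi anemia lost its place in 3 of them and Homologous recombination in 4 (FDR = 0.185 without male saline mouse 2). Without female saline mouse 3, the median of Fanconi anemia was 0.05. Without the members shared with Cell cycle and DNA replication, the FDR was 0.884 for Mismatch repair, 0.133 for Homologous recombination, 0.974 for p53 signaling and 0.0401 for Fanconi anemia. Eme1 and Rad51c, members of Homologous recombination, had log2 fold changes of 1.84 (standard error 0.63) and 0.85 (0.31), with adjusted p values of 0.972 from edgeR's test. Across 15238 genes tested with both dispersants, the log2 fold changes of Corexit 9500 and Corexit 9527 had a Pearson r of 0.432. Both were taken against the same saline mice, and genes are not independent replicates. In 20 simulations of unchanged groups against those mice, r lay between 0.23 and 0.365. These groups were drawn around the mean of those saline mice, which leaves out the error of that mean. That error is what sharing adds to r, so the range does not bound what the shared mice alone would give. With each saline mouse left out in turn, r lay between 0.446 and 0.611.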

Most of the pathways related to DNA damage were also upregulated by Corexit 9500 (Table 1, group 3). Shown in Figure 2 are KEGG pathway plots for some example pathways related to DNA damage response, which were upregulated by Corexit 9527, including p53 signaling, mismatch repair, homologous recombination and Fanconi anemia pathways. The KEGG pathway plots were generated with the R package PathView [28]. As shown in the pathway plots, red colors are pervasive, suggesting an overall “turned-on”, i.e., upregulation, of the genes in the pathways.

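In the counts, 45 members of p53 signaling were higher and 21 lower with Corexit 9527 than with saline. The numbers were 20 higher and 1 lower for Mismatch repair, 31 higher and 6 lower for Homologous recombination, and 35 higher and 12 lower for Fanconi anemia. Cdk1 (ENSMUSG00000019942, chromosome 10 of GRCm38 from 69335146 to 69352938) had the smallest p in p53 signaling. Its level was 8.39 ± 2.71 CPM (SD, n = 3) in treated against 3.66 ± 0.457 CPM in saline female mice and 11.8 ± 4.68 CPM against 3.09 ± 0.658 CPM in male mice. The log2 fold change of 1.56 (standard error 0.30) stayed between 1.43 and 1.69 with each mouse left out. Lig1 (log2 fold change 0.94, standard error 0.22) and Exo1 (1.22, standard error 0.34) had the smallest p in Mismatch repair. Ccnb1 (1.42, standard error 0.36) and Rrm2 (1.69, standard error 0.44) followed Cdk1 in p53 signaling. In Fanconi anemia, Eme1 (1.98, standard error 0.54) and Brca1 (1.35, standard error 0.41) were higher. None of these genes passed on its own in edgeR's test, where the lowest adjusted p was 0.214, for Cdk1. From the direction of the members drawn in Fig. 2, the paper proposes that the genes of these pathways were turned on overall by Corexit 9527.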

To confirm the above results for upregulated pathways by Corexit 9527 related to DNA damage and repair, we submitted the upregulated genes (*p* < 0.05) to the online gene set enrichment analysis portal DAVID [25]. For Corexit 9527 treatment, several functional terms such as DNA damage, DNA repair, and cellular response to DNA damage stimulus all achieved significant enrichment in both male and female mice (Table 2).

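The terms rest on the paper's own lists of upregulated genes, and the counts given here by sex are those of edgeR's test. In male mice treated with Corexit 9527, 1187 genes were higher at an unadjusted p under 0.05 among 14919 tested, and in female mice 37 among 15004. With an adjusted p under 0.05 from edgeR's test, the counts were 16 and 0. DAVID was not used here, and DNA repair was tested through the gene sets. In male mice, Homologous recombination had a median log2 fold change of 0.28 (32 higher and 5 lower, FDR = 1.25e-06 from camera), Mismatch repair 0.35 (20 higher and 1 lower, FDR = 1.25e-06) and Fanconi anemia 0.15 (30 higher and 17 lower, FDR = 0.00889). In female mice, the medians were 0.25 (30 higher and 7 lower, FDR = 2.72e-05), 0.40 (18 higher and 3 lower, FDR = 0.00332) and 0.19 (34 higher and 13 lower, FDR = 0.00647). In male mice none of the 3 sets passed with an estimated correlation or under fry. In female mice none passed under fry either, where the lowest FDR was 0.17, for Homologous recombination. With an estimated correlation, Homologous recombination and Mismatch repair passed in female mice (FDR = 0.0863 for both) and Fanconi anemia did not (FDR = 0.601). Fanconi anemia did not pass in male mice without Corexit 9527 mouse 11 (FDR = 0.119) or in female mice without Corexit 9527 mouse 10 (FDR = 0.219), and neither did Mismatch repair in female mice without that mouse (FDR = 0.127).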

We selected 11 of the most prominently activated genes related to DNA damage response and DNA repair for real-time PCR confirmation among mice treated with Corexit 9527 as compared to saline (as controls) (Table 3). All of the expressed genes from Corexit 9527 treated mice were confirmed using regression analysis of delta CT values (adjusting for sex effect) with significant *p* values (*p* < 0.05). 

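In the RNA-seq counts of both sexes, all 11 genes of Table 3 were higher with Corexit 9527 than with saline, with log2 fold changes between 0.53 and 2.35 and a median of 1.72. With the p values of edgeR's test adjusted over all genes tested, 0 of them passed 0.05. The lowest adjusted p was 0.375, for Uhrf1. Adjusted over the list alone, 9 passed. The study chose this list from these libraries, so the second count is not independent evidence. The number at an unadjusted p under 0.05 was also 9, and Chek2 and Fen1 did not reach it. As fold changes, Chek1 was at 2.27, Rad51ap1 at 3.99, Dtl at 5.10, Clspn at 4.66, Fen1 at 1.58, Ticrr at 4.03, Uhrf1 at 3.81, Chaf1b at 2.74, Bard1 at 2.02 and Chek2 at 1.44. Pclaf, which the tables list as 2810417H13Rik, was at 3.29. For 6 of the genes, every treated mouse lay above every saline mouse of its sex. Uhrf1 (ENSMUSG00000001228, chromosome 17 of GRCm38 from 56303321 to 56323486) rose in male mice from 8.19 ± 1.45 to 34.2 ± 14.8 CPM (SD, n = 3), and in female mice from 7.95 ± 5.43 to 27.9 ± 13.3 CPM. Chek1 stood in female mice at 7.03 ± 1.12 CPM with Corexit 9527 and 5.29 ± 4.80 CPM with saline, a difference smaller than the spread between the saline mice. In male mice, 9 of the 11 passed adjusted over the list alone, and in female mice 0, with 1 at an unadjusted p under 0.05. With 1 mouse left out, 7 to 9 passed adjusted over the list alone, and of all genes tested 1 passed without female saline mouse 3. With DESeq2's Wald test, 6 of the 11 passed over all genes tested.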

Table 3 also shows the major functions of each listed gene related to DNA damage and repair.

### 3.3. Sex-Specific Analyses Identified Stronger Effects in Male Mice and Proinflammatory Pathways Upregulated by Oil in Male Mice

Differential expression analyses for each treatment was also performed in male and female mice, respectively. 

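In each sex, 3 treated mice were compared with 3 saline mice. In male mice, the genes past an adjusted p of 0.05 in edgeR's test numbered 17 with Corexit 9527, 1 with oil, 1 with Corexit 9500, 1 with 9527+oil and 0 with 9500+oil, which had 1373 genes at an unadjusted p under 0.05. In female mice the number was 0 with each treatment. At an unadjusted p under 0.05, the counts were 2050 in male and 40 in female mice for Corexit 9527, 1224 and 16 for oil, 960 and 54 for Corexit 9500, and 829 and 164 for 9527+oil. For 9500+oil the female count was 23. The gene sets past an FDR of 0.10 in camera's test numbered 15 in male and 8 in female mice for Corexit 9527, 12 and 5 for oil, 9 and 6 for Corexit 9500, 4 and 3 for 9500+oil, and 5 and 1 for 9527+oil. Without the 4 female libraries with over 20% mitochondrial counts, the female numbers were 12 for Corexit 9527, 3 for oil, 4 for Corexit 9500, 12 for 9500+oil and 8 for 9527+oil, the last 2 above those of the male mice. The median common dispersion of the comparisons, the squared spread between mice of a group beyond counting error, was 0.463 in female and 0.0318 in male mice. Without the 4 female libraries with over 20% mitochondrial counts, it was 0.056. The difference between the sexes was tested as an interaction of sex and treatment, and sex is confounded with the separate count tables. No gene passed an adjusted p of 0.05 for any treatment, with 54 to 368 genes at an unadjusted p under 0.05. These fits give each gene the same dispersion in both sexes, and their power was not simulated. The count of 0 is therefore weak evidence against a difference. By sets, the interaction passed for 7 of 19 with oil, 3 with Corexit 9500, 3 with Corexit 9527, 5 with 9500+oil and 7 with 9527+oil. With an estimated correlation 4 sets with oil passed and 0 with the other treatments. With 1 mouse left out, the count for Corexit 9527 in male mice ranged from 0 without saline mouse 2 to 211 without Corexit 9527 mouse 12.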

In general, treatment effects were stronger in male than female mice as more pathways were significantly altered relative to the saline control (FDR < 0.10) in male than female mice (Table 4, groups 1, 3, 4, 6 vs. groups 2, 5, 7, 8). For Corexit 9527, the major signatures were related to DNA damage responses, which were observed to be upregulated in both male and female mice, although the signals were stronger with more pathways upregulated in male than in female mice (Table 4, groups 1 and 2). 

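In male mice treated with Corexit 9527, the median log2 fold change was 0.48 for DNA replication (33 higher and 2 lower, FDR = 5.09e-14 from camera) and 0.15 for Cell cycle (87 higher and 30 lower, FDR = 3.31e-10). In female mice it was 0.52 (33 higher and 2 lower, FDR = 1.13e-09) and 0.21 (92 higher and 26 lower, FDR = 2.13e-08). The interaction of sex and treatment did not pass for either set, with an FDR of 0.379 for both. Without male Corexit 9527 mouse 12 it passed for Cell cycle (FDR = 0.0236) and DNA replication (FDR = 0.00999). p53 signaling had a median of 0.12 in male (FDR = 0.00141) and 0.17 in female mice (FDR = 0.0079), and in female mice its FDR rose above 0.10 in 3 of the 6 fits that each left out 1 mouse, to 0.151 without saline mouse 1. In male mice none of these sets passed with an estimated correlation, and under fry only Lysosome and Phagosome passed (FDR = 0.082 for both). In female mice 4 sets passed with an estimated correlation, and Cell cycle passed under fry (FDR = 0.0622). Among single genes in male mice, Sprr1a had the largest log2 fold change of those past an adjusted p of 0.05, at 4.52 (standard error 0.37, adjusted p = 0.0147 from edgeR's test). Clca3, a member of a gene family whose reads could be split, was at 226 ± 132 CPM (SD, n = 3) with Corexit 9527 and 15.8 ± 3.75 CPM with saline (log2 fold change 3.84, adjusted p = 0.0374). S100a14, Hmmr and Ckap2l had log2 fold changes of 2.11, 2.01 and 1.82. In female mice, Mcm4 was at 52.6 ± 1.72 CPM with Corexit 9527 and 28.8 ± 2.77 CPM with saline, a log2 fold change of 0.86 (standard error 0.29), and Ccna2 had a log2 fold change of 1.50 (standard error 0.41). Both had an adjusted p of 1 in edgeR's test. From the number of pathways that passed in each sex, the paper concludes that the signals were stronger in male than in female mice.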

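In male mice treated with oil, 858 genes were higher and 366 lower at an unadjusted p under 0.05 among 14914 tested. Of all genes, 1 passed an adjusted p of 0.05, which was Prg4. Prg4 (ENSMUSG00000006014, a protein-coding gene on chromosome 1 of GRCm38 from 150449412 to 150466165) was at 12.3 ± 1.54 CPM (SD, n = 3) with oil and 2.64 ± 0.164 CPM with saline. Its log2 fold change was 2.21 (standard error 0.18, adjusted p = 0.0159 from edgeR's test). With each mouse left out in turn, the log2 fold change stayed between 2.12 and 2.29, and the adjusted p rose to 0.182 without saline mouse 2. Over the alternatives it rose to 0.141 with all 6 groups in one fit. Without oil mouse 5, 9 genes passed the adjusted p and 2145 the unadjusted p, and without oil mouse 6 these counts were 0 and 726. DESeq2's Wald test gave 195 genes at an adjusted p under 0.05. For 12.8% of the genes tested, the 3 oil mice and the 3 saline mice did not overlap, where chance gives 10%.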

Treatment with the MC252 crude oil SAF showed significant effects on male mice. 

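In male mice, the median log2 fold change with oil was 0.26 for Chemokine signaling (68 higher and 13 lower, FDR = 2.43e-14 from camera), 0.15 for Cytokine receptor interaction (120 higher and 63 lower, FDR = 1.77e-06), 0.06 for TNF signaling (46 higher and 25 lower, FDR = 0.0037) and 0.04 for IL-17 signaling (45 higher and 30 lower, FDR = 0.00422). Under fry all 4 passed, with FDR values of 0.0364 for Chemokine signaling, Cytokine receptor interaction and IL-17 signaling and 0.0888 for TNF signaling. With an estimated correlation the FDR was 0.107 for the first 3 of these sets and 0.162 for TNF signaling. All 4 passed in each of the 6 fits that left out 1 mouse, where the highest FDR was 0.0572, for IL-17 signaling. Lcn2 (ENSMUSG00000026822, chromosome 2 of GRCm38 from 32384633 to 32388252), the IL-17 signaling member with the smallest p, was at 448 ± 115 CPM (SD, n = 3) with oil and 138 ± 12.3 CPM with saline, a log2 fold change of 1.69 (standard error 0.18, adjusted p = 0.0823 from edgeR's test). Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) was at 4.46 ± 1.12 CPM with oil and 0.773 ± 0.15 CPM with saline, a log2 fold change of 2.52 (standard error 0.32, adjusted p = 0.106). Ccl9, Ccl2, Mmp9, Tnfsf13, Ncf1 and Selp, the other members with the smallest p, had log2 fold changes of 1.45, 1.54, 1.24, 0.70, 0.75 and 0.69. In each of these genes the mean of the oil mice exceeded that of the saline mice by more than the SD of either group.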

Upregulation of proinflammatory pathways, such as cytokine–cytokine receptor interaction, IL-17 signaling, chemokine signaling and TNF signaling pathways were predominant (Table 4, group 4). As examples, Figure 3 shows two KEGG proinflammatory pathways, cytokine–cytokine receptor interaction and IL-17 signaling, which are upregulated by oil in male mice. The above upregulated pathways were not detected in the female mice treated with 1/10 oil SAF. 

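In female mice treated with oil, 0 of 14837 genes passed an adjusted p of 0.05 in edgeR's test and 16 an unadjusted p of 0.05, of which 7 were higher and 9 lower. The IL-17 signaling set was lower (median log2 fold change -0.12, 30 higher and 48 lower, FDR = 0.00724 from camera), and so were Chemokine signaling (-0.15, 28 higher and 55 lower) and TNF signaling (-0.12, 28 higher and 45 lower), both with an FDR of 0.00831. These FDR values exceeded 0.10 with an estimated correlation and under fry, where the highest was 0.847. IL-17 signaling and Chemokine signaling each lost their place in 2, and TNF signaling in 3, of the 6 fits that left out 1 mouse. Without saline mouse 2 none of the 3 passed, with FDR values of 0.154, 0.259 and 0.154 for IL-17, Chemokine and TNF signaling. Without oil mouse 6 the median of Chemokine signaling was 0.06. The interaction of sex and treatment had an FDR of 3.69e-11 for Chemokine signaling, 1.18e-05 for IL-17 signaling and 0.000317 for TNF signaling. With an estimated correlation these were 0.0444, 0.0277 and 0.0444. Muc5ac, a member of the IL-17 signaling set, was at 11.8 ± 5.87 CPM (SD, n = 3) with oil and 92.5 ± 111 CPM with saline, so the spread between the saline mice was as large as the difference. Its log2 fold change of -3.11 moved to between -3.64 and -1.31 with a mouse left out.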

As an exception, cytokine–cytokine receptor interaction pathway was observed downregulated in female mice treated with oil (Table 4, group 5).

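The Cytokine receptor interaction set had a median log2 fold change of -0.10 in female mice treated with oil (71 higher and 114 lower, FDR = 0.00831 from camera). The FDR was 0.131 with offsets for GC content and gene length and 0.00674 without the 4 female libraries with over 20% mitochondrial counts, both chosen after the data were seen, and over the alternatives it ranged from 0.000829 with a GAGE-style test to 0.847 under fry. In the 6 fits that left out 1 mouse, it ranged from 0.00128 without oil mouse 4 to 0.209 without saline mouse 2, and it also exceeded 0.10 without oil mouse 6 (FDR = 0.112). Without saline mouse 1 the median was 0.03. The interaction of sex and treatment for this set had an FDR of 5.05e-07 and a median of 0.26, and its FDR was 0.164 with an estimated correlation. Cxcl1 (ENSMUSG00000029380) was at 0.694 ± 0.246 CPM (SD, n = 3) with oil and 2.03 ± 0.603 CPM with saline, a log2 fold change of -1.60 (standard error 0.69). Tnfrsf9 was at 1.52 ± 0.232 CPM with oil and 4.32 ± 1.74 CPM with saline, a log2 fold change of -1.58 (standard error 0.60). Lep, the third member by p, went the other way, with a log2 fold change of 2.62 (standard error 1.12). The adjusted p of these genes was 1 in edgeR's test.

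**Figure D2:**
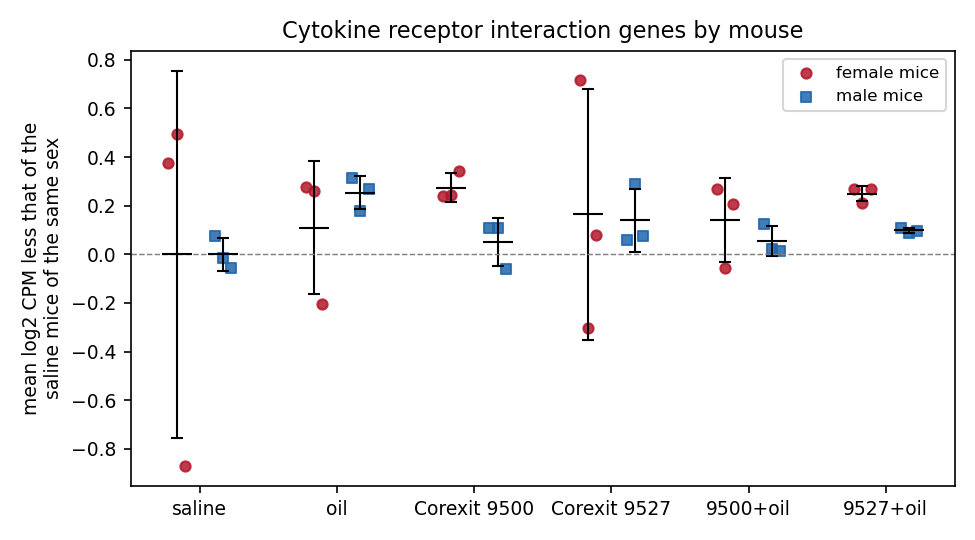
Mean log2 CPM of the Cytokine receptor interaction genes in each mouse, less the mean of the saline mice of its sex, by treatment. Circles are female and squares male mice, and black bars give the mean and SD of 3 mice. Female saline mouse 3 lies below the other saline mice and pulls the female saline mean down, so that the female oil mice do not lie below 0 as a group, although their set had a negative median log2 fold change.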

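In male mice treated with Corexit 9500, DNA replication had a median log2 fold change of 0.24 (30 higher and 5 lower, FDR = 2.43e-10 from camera), Cell cycle 0.09 (78 higher and 40 lower, FDR = 3.04e-06) and Homologous recombination 0.14 (28 higher and 9 lower, FDR = 0.000526). Mismatch repair (median 0.17, FDR = 4.55e-05), Lysosome (0.07, FDR = 4.55e-05), Fanconi anemia (0.05, FDR = 0.0305), p53 signaling (0.05, FDR = 0.0383) and Phagosome (0.08, FDR = 0.0444) were also upregulated, and MAPK signaling was downregulated (-0.04, FDR = 0.0125). None of these sets passed under fry or with an estimated correlation, where the FDR of the first 3 was 0.544. The number of sets past an FDR of 0.10 ranged from 4 without saline mouse 2 to 13 without saline mouse 1. Homologous recombination did not pass without saline mouse 2 (FDR = 0.137). Cdc20 (ENSMUSG00000006398, chromosome 4 of GRCm38 from 118432901 to 118437352) had a log2 fold change of 0.97 (standard error 0.21, adjusted p = 0.609 from edgeR's test). Ccnb1, Ccna2, Lig1, Rfc5 and Fen1 had log2 fold changes of 1.23, 1.15, 0.65, 0.71 and 0.55.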

Three pathways related to DNA damage response, cell cycle, DNA replication and homologous recombination were also upregulated in Corexit 9500-treated male mice (Table 4, group 6). Treatment of 9527+oil in female mice activated pathways related to tissue regeneration, such as Hippo, Notch, MAPK and Wnt signaling (Table 4, group 7).

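In female mice treated with 9527+oil, the median log2 fold change was 0.41 for Notch signaling (37 higher and 12 lower, FDR = 0.00112 from camera), 0.25 for Hippo signaling (52 higher and 30 lower, FDR = 0.134), 0.22 for Wnt signaling (65 higher and 39 lower, FDR = 0.198) and 0.16 for MAPK signaling (86 higher and 60 lower, FDR = 0.224). One library weighed on these values. Without saline mouse 3, the medians were 0.19, 0.14, 0.10 and 0.07, and the FDR values 5.45e-07, 8.59e-06, 0.000572 and 0.0127. Without that mouse, Oxidative phosphorylation had a median of -0.34 (FDR = 1.03e-18) and Ribosome one of -0.35 (FDR = 1.13e-22). With it, these were -0.03 (FDR = 0.198) and 0.04 (FDR = 0.741). Notch signaling did not pass with an estimated correlation (FDR = 0.818) or under fry (FDR = 0.606). With offsets for GC content and gene length, which were chosen after the data were seen, its FDR was 0.81, and Hippo, Wnt and MAPK signaling turned to medians of -0.29, -0.18 and -0.25, where the offsets moved the median of all genes from 0.091 to -0.16. Notch1 (ENSMUSG00000026923) was at 363 ± 68.5 CPM (SD, n = 3) with 9527+oil and 175 ± 86.3 CPM with saline, a log2 fold change of 1.04 (standard error 0.45, adjusted p = 0.914 from edgeR's test), which those offsets turned to -0.28. Ctgf, among the 3 Hippo signaling members with the smallest p, had a log2 fold change of 0.71 (standard error 0.30). Snai2 was at 20.8 ± 2.07 CPM with 9527+oil and 135 ± 201 CPM with saline. Its log2 fold change of -2.74 was 0.11 without saline mouse 3.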

To confirm the upregulated pathways related to DNA damage and repair by Corexit 9527 and the proinflammatory pathways upregulated by oil SAF treatment in male mice, we submitted to DAVID [25] the upregulated genes. Terms significantly enriched in the submitted genes from exposed male mice included innate immune response, chemokine-mediated signaling pathway, positive regulation of inflammatory response and cytokines (Table 2).

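By gene sets, the male mice treated with oil had Phagosome upregulated with a median log2 fold change of 0.22 (50 higher and 12 lower, FDR = 2.43e-14 from camera) and Lysosome with 0.15 (57 higher and 16 lower, FDR = 4.47e-12). Both also passed under fry, with FDR values of 0.0364 and 0.0622. DNA replication (median 0.25, FDR = 5.22e-07) and Cell cycle (0.07, FDR = 0.00149) were upregulated in the same mice. Ncf1 was at 79.4 ± 8.36 CPM (SD, n = 3) with oil and 47.1 ± 7.70 CPM with saline. Cyba and Fcgr1 had log2 fold changes of 0.56 (standard error 0.10) and 0.97 (standard error 0.18), with adjusted p values of 0.191 and 0.235 in edgeR's test.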

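For the female mice treated with oil, DAVID was not used here. Besides the inflammation sets, Oxidative phosphorylation passed an FDR of 0.10, upregulated with a median log2 fold change of 0.09 (52 higher and 28 lower, FDR = 0.0996 from camera). Phagosome had a median of -0.11 (20 higher and 42 lower) and an FDR of 0.144, and Lysosome one of 0.02 (FDR = 0.772). The number of sets past an FDR of 0.10 was 5, and it ranged from 1 without saline mouse 2 to 7 without oil mouse 4. The genes lower at an unadjusted p under 0.05 in edgeR's test numbered 9. Without saline mouse 3, all genes at an unadjusted p under 0.05 numbered 79, against 16 with it.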

To confirm if there was downregulation of proinflammatory activities in female mice treated with oil SAF, the DAVID analysis of genes downregulated in female mice was performed and did not detect significant enrichment of any term related to inflammation, immune response and cytokine activities, etc.

The number of differentially expressed genes (*p* < 0.05) in pooled and sex-specific samples are shown in Supplemental Table S2.

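In the counts, the genes at an unadjusted p under 0.05 in edgeR's test split as follows by direction. Over both sexes, 43 were higher and 25 lower with oil, 200 and 155 with Corexit 9500, 347 and 92 with Corexit 9527, 31 and 33 with 9500+oil, and 164 and 297 with 9527+oil. In male mice, 604 were higher and 356 lower with Corexit 9500, 1187 and 863 with Corexit 9527, 772 and 601 with 9500+oil, and 530 and 299 with 9527+oil. In female mice, 23 were higher and 31 lower with Corexit 9500, 37 and 3 with Corexit 9527, 2 and 21 with 9500+oil, and 36 and 128 with 9527+oil. DESeq2's Wald test gave 167 genes in all with oil over both sexes, 591 with Corexit 9500, 711 with Corexit 9527, 197 with 9500+oil and 867 with 9527+oil. Without female saline mouse 3, the counts over both sexes were 289, 880, 974, 285 and 1656 in the same order of treatments.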

### 3.4. Tumor-Bearing K-Ras^LA1^ Mice Showed Accelerated Tumorigenesis Induced by Oil and Dispersants

Eight week old tumor-bearing K-Ras^LA1^ (C57BL/6 background) mice were treated by oropharyngeal aspiration with 1/10 SAFs of oil and/or dispersants on days 0, 7 and 14 followed by sacrifice on day 21. For control purposes, K-Ras^LA1^ mice were treated with an equal volume of HBSS. The right lung of each mouse was fixed for analyses of lung tumor growth. Supplemental Figure S4 shows the box plots for the K-Ras^LA1^ mice tumor indices (pleural surface tumor count, tumor cell number and tumor burden). Supplemental Figure S5 shows an example of tumor nodules on the pleural surface of a K-RasLA-1 mice.

Comparison of tumor indices between a treatment group with control (Figure 4) suggested an increased pleural surface tumor count, tumor burden and tumor cell number in oil or Corexit 9527 treatments. Such an increase is more pronounced in the male group.

Based on regression analyses of association of each tumor index with different treatments, while adjusting for sex, oil treatment achieved a significant increase of pleural surface tumor count (*p* = 0.036), tumor burden (*p* = 0.030) and tumor cell number (*p* = 0.020) as compared with the control. Corexit 9527 caused significant increases of pleural surface tumor count (*p* = 0.026), and tumor cell number (*p* = 0.042) and a marginally significant increase of tumor burden (*p* = 0.073) as compared with the control. Corexit 9500 achieved a marginally significant increase of tumor burden (*p* = 0.087) and tumor cell number (*p* = 0.089) as compared with control. In addition, 9527+oil achieved a marginally significant increase of tumor cell number (*p* = 0.092) as compared with control.

Supplemental Figure S6 shows example images (one example subject from each treatment) of tumor burden characterization of K-Ras^LA-1^ mice under different treatments.

### 3.5. Upregulation of Cell Division/Cell Cycle Activities Promoted by Corexit 9527 is the Shared Signals with Previous RNA-seq Studies on Airway Epithelial Cells (the BEAS-2B Cell Line)

We compared the results of the current study (Table 1) with previous RNA-seq studies [13,14] on airway epithelial cells (the BEAS-2B cell line). The comparisons were performed at the KEGG pathway level and at the individual gene level and the similarities are shown in Table 5 and Table 6, respectively. At the pathway level, the consensus between the current study and the previous study [14] was achieved only for the Corexit 9527 treatment, where seven KEGG pathways were observed upregulated in both mouse lungs and BEAS-2B cells at a significance level of FDR < 0.10 (Table 5). The cell cycle pathway achieves the most significant meta-analysis *p* value (*p*= 4.22 × 10^−20^), suggesting the highest overall significance when combining the findings from two studies on the shared pathways. 

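The genes of Table 6 were looked up in the mouse comparisons over both sexes by their identifiers, and 72 of 73 were found. For Corexit 9527, 28 of the 29 genes listed as upregulated were tested. All 28 were higher than with saline, with a median log2 fold change of 0.89, and 18 had an unadjusted p under 0.05. Adjusted over the list alone, 12 passed, and over all genes tested 1, Hmmr (12.6 ± 4.63 CPM, SD, n = 3, against 3.66 ± 0.989 CPM in female mice). The list was chosen by the study from these libraries, so this is not independent evidence. Ccna2, Plk1, Racgap1, Rrm1 and Tpx2 had log2 fold changes of 1.68, 1.21, 1.09, 0.85 and 1.19. Of the 10 genes listed as downregulated, 7 were tested. All 7 were lower, with a median of -0.63, and 0 had an unadjusted p under 0.05. For Corexit 9500, 7 of 7 were higher and 9 of 10 lower as listed, and 1 of these, Timp1, had an unadjusted p under 0.05. For 9527+oil, the 3 higher and 6 lower genes all had the listed direction, with 1 and 2 at an unadjusted p under 0.05, which were Csf3r, Mrpl30 and Mtss1. For oil and 9500+oil all genes had the listed direction and 0 reached an unadjusted p of 0.05. The count of 18 for Corexit 9527 ranged from 13 without male saline mouse 2 to 25 without female saline mouse 3.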

At the individual gene level, again, Corexit 9527 has the highest number of regulated genes (29 upregulated and 10 downregulated genes) shared between the current study and the previous study [13] (Table 6). Using DAVID enrichment analysis to annotate the 29 shared upregulated genes due to Corexit 9527 treatment (by submitting the 29 ENSG IDs), several significant functional terms, including Cell Division (FDR = 3.51 × 10^−8^), Mitosis (FDR = 1.22 × 10^−6^) and Cell Cycle (FDR = 5.25 × 10^−6^), were identified. In summary, the major common signal detected in both human airway epithelial cells [13,14] and mouse lung tissue is the upregulation of cell division and cell cycle activities promoted by Corexit 9527.

## 4. Discussion

This study builds upon previous reports [13,14] showing responses of human airway epithelial cells treated with fractions of oil and/or dispersant chemicals. In particular, Corexit 9527 treatment produced upregulated KEGG pathways related to carcinogenesis [14]. However, these findings were achieved through an in vitro system and hence their applicability to exposed humans needed to be investigated with an animal model.

Overall, the major signals detected in this study include upregulation of DNA damage/repair activities by Corexit 9527 treatment and enhanced proinflammatory activities by oil SAF treatment. Our results related to DNA damage due to Corexit 9527 and 9500 provide evidence to support the chemicals’ lung tumor promoting effects. DNA damage is a major mechanism underlying development of human cancers as damaged DNA may be replicated before repair, which gives rise to somatic mutations and altered proteins, resulting in cancer promotion [40]. Notably, in our study, in addition to DNA damage-related pathways, cell cycle and DNA replication pathways were also upregulated by Corexit 9527 and 9500 (Table 1 and Table 2). 

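Cell division was also followed through 30 proliferation marker genes, listed without regard to the KEGG pathways. With Corexit 9527, all 30 were higher than with saline over both sexes, with a median log2 fold change of 1.30. The median was 1.43 in male and 1.12 in female mice. With Corexit 9500, all 30 were also higher, with a median of 0.81. With 9527+oil the median was -0.04 over both sexes, 0.30 in male and -0.51 in female mice. For the other treatments, the mean log2 CPM of the markers in each mouse was taken, less that of the saline mice of its sex. In male mice it was 0.214 to 0.949 with oil and 0.312 to 0.407 with 9500+oil, above every saline mouse (at most 0.177). In female mice it was 0.04 to 0.167 with oil and 0.022 to 0.672 with 9500+oil, which overlapped the saline mice (-0.111 to 0.159). With offsets for GC content and gene length, which were chosen after the data were seen, the median for Corexit 9527 was 1.18.

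**Figure D3:**
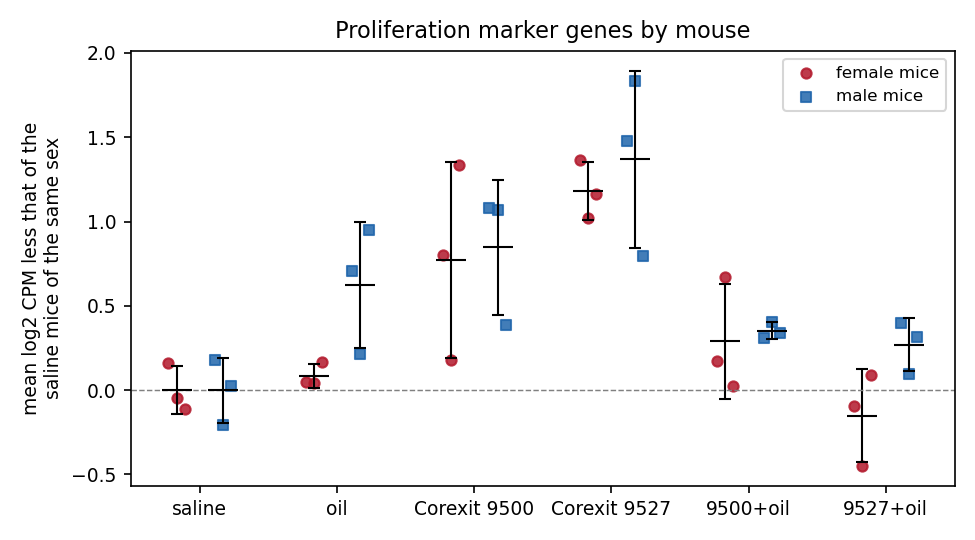
Mean log2 CPM of the 30 proliferation marker genes in each mouse, less the mean of the saline mice of its sex, by treatment. Circles are female and squares male mice, and black bars give the mean and SD of 3 mice. The 6 mice treated with Corexit 9527 lie between 0.80 and 1.83, above all saline mice of their sex.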

The increased cell cycle and DNA replication activities, a mechanism to replace damaged cells, may further replicate the somatic mutations generated from DNA damage initiated by dispersants, which may further enhance tumorigenesis.

Our results regarding proinflammatory signals in male mice due to oil SAF treatment also suggest contributions to lung carcinogenesis. An inflammatory microenvironment is one of the “hallmarks of cancer” [41]. Epidemiological evidence supports an important role of inflammation in lung cancer development [42]. A recent study comparing 807 incident lung cancer cases and 807 smoking-matched controls from three prospective cohorts identified a higher lung cancer risk for those participants with elevated concentrations of inflammatory cytokines, IL-6 and IL-8, suggesting an important role of inflammation in lung cancer etiology [43]. A similar association with prospective risk of lung cancer was achieved for other inflammatory markers, such as C-reactive protein, serum amyloid A and soluble tumor necrosis factor receptor 2 [44]. Moreover, we and others showed previously that interleukin-17 promotes lung tumor growth in murine models [45,46,47].

Using lung tumor bearing K-Ras^LA1^ mice, we tested the effects on tumorigenesis using the same treatments as in our RNA-seq studies. Interestingly, lung tumorigenesis indices of K-Ras^LA1^ mice were generally consistent with RNA-seq results of wild-type B6 mice in terms of signal intensities of significant pathways, such as those related to DNA damage, cell division and proinflammatory activities. The treatments that promoted lung tumorigenesis in K-Ras^LA1^ mice are oil and Corexit 9527, as might have been predicted from the RNA-seq results of B6 mice. Both of these two treatments led to significantly increased (*p* < 0.05) pleural surface tumors and tumor cell number in the lung. The two treatments also caused significant (*p* < 0.05), or marginally significant (*p* < 0.10), increases in tumor burden. In addition, Corexit 9500 treatment marginally increased (*p* < 0.10) both tumor burden and tumor cell number. This is also consistent with the intensity of signals of Corexit 9500 in the RNA-seq results.

Sex specificity is also observed in K-Ras^LA1^ mice, as in the wild-type B6 mice. As shown in Figure 4 (right panels), for the 1/10 SAF treatments of oil and Corexit 9527, the increase of tumorigenesis measures as compared to control (saline) were stronger in males than in females. This result is in agreement with the stronger signals in male than female mice for the RNA-seq results (Table 4). Overall, our K-Ras^LA1^ data provided consistent support for the expectations based on our RNA-seq data, where we predict that Corexit 9527 and oil treatments promote tumorigenesis due to the DNA damage and proinflammatory effects, respectively.

Similar to the sex-specific findings from our study, a recent study on the acute neurological effects of oil-spill cleanup-related exposures based on the Deepwater Horizon Oil Spill Coast Guard Cohort also reported sex-related neurological symptoms that were stronger in males than females [48]. We speculate that the sex difference in response to oil spill chemicals may be largely immune mediated as sex-specific differences in the immune response are well documented in the literature [49]. For example, peripheral blood mononuclear cells (PBMCs) from human males produce more TNF than PBMCs from females following lipopolysaccharide stimulation [50,51]. However, the sex difference in response to oil spill chemicals at the levels of gene expression and tumorigenesis in our study still needs to be further validated. For example, further testing in castrated or ovariectomized animals could implicate hormonal effects in the sex selective responses.

Toxicities of dispersants Corexit 9500 and 9527, which include predator/prey recognition, enzyme activity changes, effects on egg hatchability, and the threshold for bradycardia have been documented for animals [4]. Respiratory irritation symptoms associated with exposure to Corexit 9500 and 9527 have been reported in a portion of ~30,000 participants involved in Deepwater Horizon Oil Spill cleanup [6]. Similar symptoms, such as burning in the nose, throat and lungs, were also identified in women of southern Louisiana after the oil spill [7]. However, the long-term impacts of Corexit 9527 and 9500 and crude oil on the human respiratory system remain undetermined. Our previous RNA-seq-based studies with human airway epithelial cells [13,14] and the present study address public health concerns of Corexit 9500 and 9527 related to lung health.

The main difference in chemical components between the two types of Corexit is 2-butoxy ethanol, which is a major component of Corexit 9527 but not included in Corexit 9500 [4]. The presence of 2-butoxy ethanol may account for the higher toxicity of Corexit 9527 relative to Corexit 9500, as suggested in our RNA-seq data. However, the comparison of lethality and toxicity of the two kinds of Corexit is still inconclusive. As reviewed in [4], Corexit 9527 may be more lethal and toxic than Corexit 9500 to invertebrates but vice versa for fish. No comparison of the relative toxicities of the two dispersants has been tested for birds and mammals yet [4].

The overlap between the current study and our previous RNA-seq study on human airway epithelial cells [13,14] is limited (Table 5). This may have been expected beforehand due to the limitations of a single cell culture compared with lung tissue of greater cellular complexity. Indeed, the limitations of the previous studies [13,14] are the reasons we initiated the current study. Despite the differences, comparison of the current study with the previous ones [13,14] does provide some interesting results; the overlap is mainly observed for the effects of Corexit 9527. The main signal of Corexit 9527 treatment in both an airway epithelial cell line and lung tissue is the upregulation of cell cycle activities (as shown in both pathway level analysis and in enrichment analysis of overlapping genes), which once again provides support for the tumor promoting potential of Corexit 9527. In that regard, an increase of cell cycle activities is a common observation in carcinogenesis and cell cycle proteins are promising targets in cancer therapy [52].

## 5. Conclusions

Our study, for the first time, identified potential carcinogenic effects of Corexit 9527/9500 and crude oil to the lung system at the mouse gene expression level. Using a mutant K-ras-expressing mouse model, we also demonstrated for the first time accelerated tumorigenesis associated with exposure to crude oil or Corexit 9527/9500. Taken together, we obtained evidence supporting the potential respiratory harm of chronic exposure to oil and dispersants for the general population, especially people working in the oil industry. The next phase of the study may involve genotoxic and immunologic analyses, such as identification of lung somatic mutations that may arise after long-term exposure and characterization of lung immune cells of exposed mice.

## Figures and Tables

**Figure 1:**
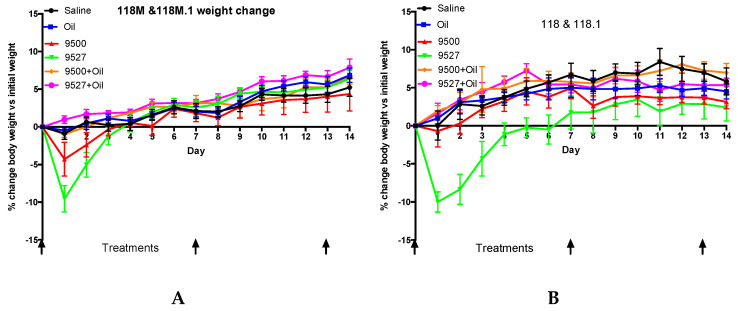
Two-week weight changes of mice relative to treatments. (**A**) is for male and (**B**) is for female mice, with *n* = 6 for each sex and treatment. Error bars shown are standard error.

**Figure 2:**
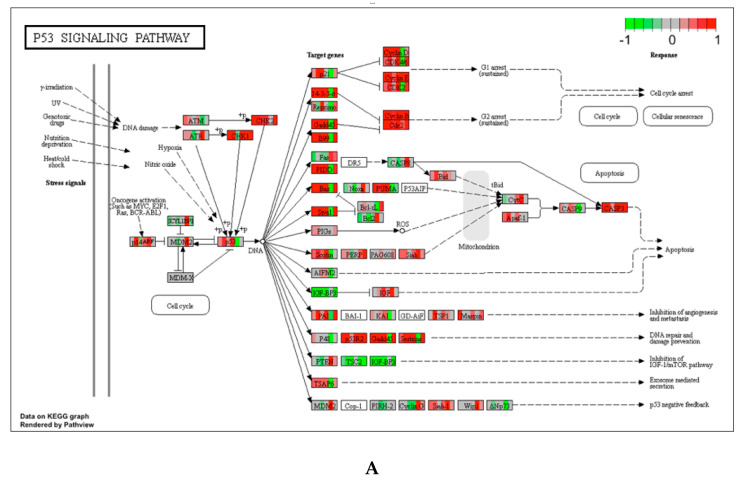

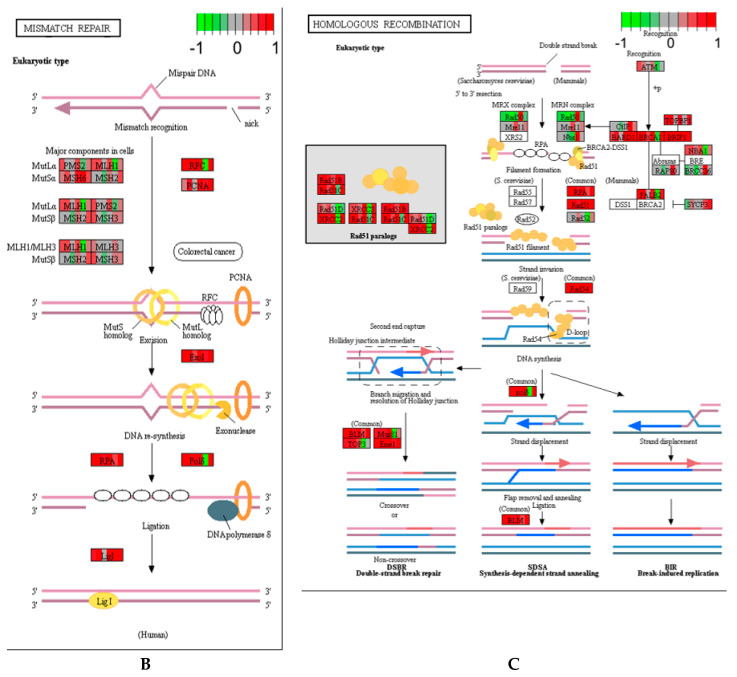

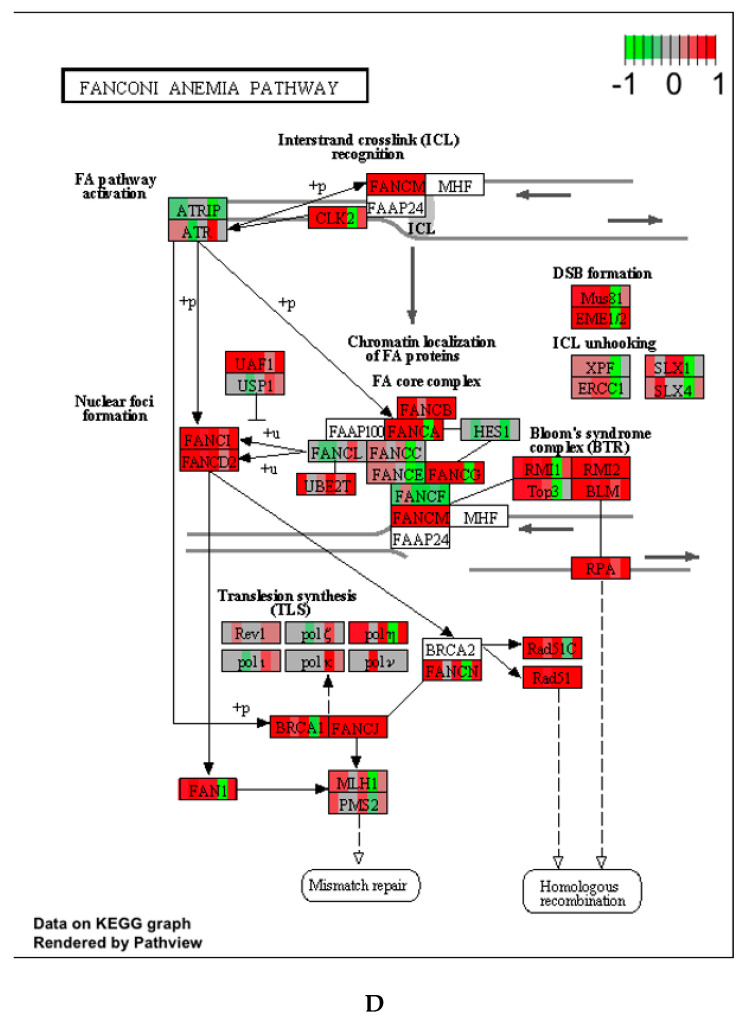
Example KEGG pathways upregulated by 1/10 SAF Corexit 9527. (**A**) p53 signaling pathway; (**B**) Mismatch repair pathway; (**C**) Homologous recombination pathway; (**D**) Fanconi anemia pathway. Red and green colors indicate up or downregulation, respectively, of gene expression for the mice in a treatment group.

**Figure 3:**
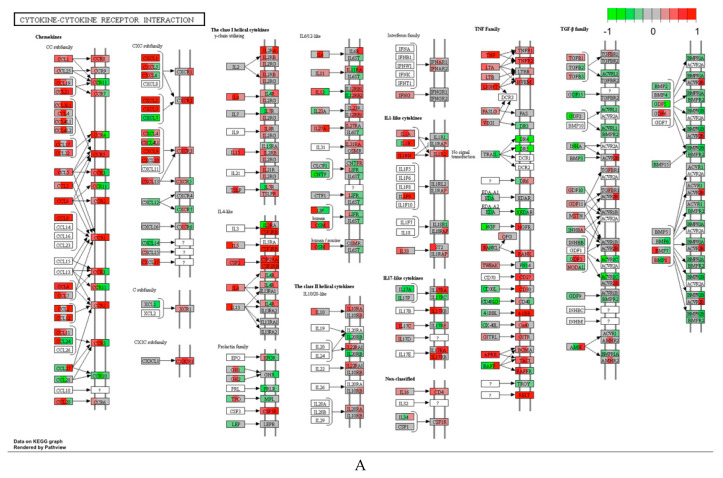

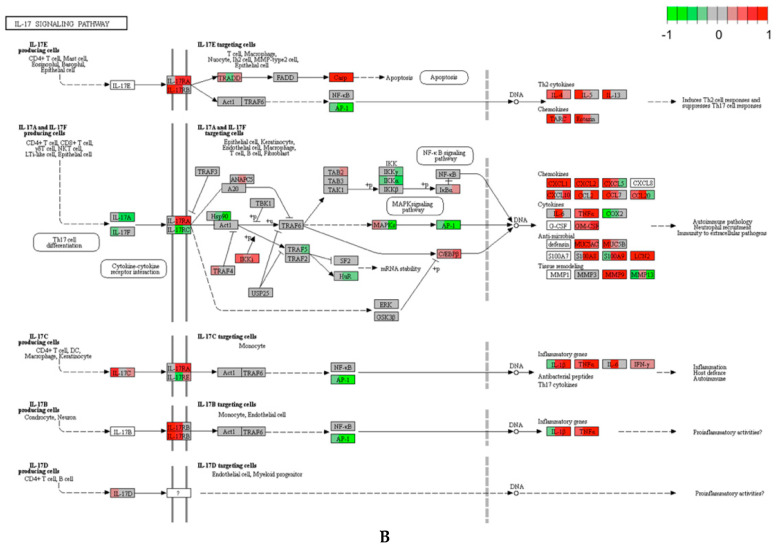
Example KEGG pathways upregulated by 1/10 SAF oil in male mice. (**A**) Cytokine-cytokine receptor interaction pathway; (**B**) IL-17 signaling pathway.

**Figure 4:**
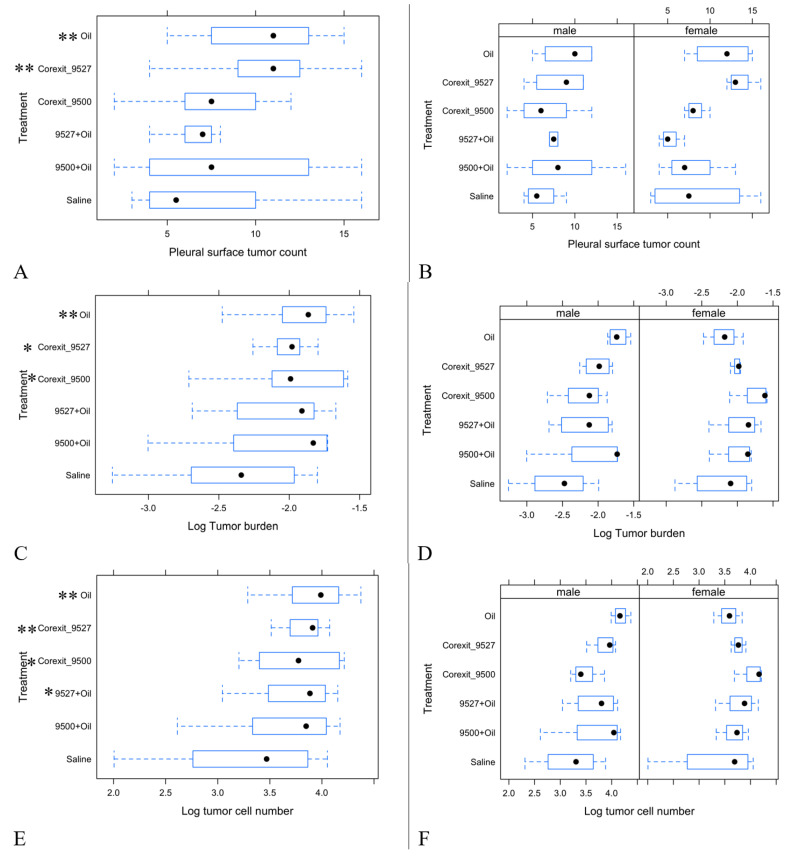
Box plots of K-Ras^LA1^ mice lung tumor indices across different treatments. (**A**) Box plot for the pleural surface tumor count for each treatment with combined sexes; (**B**) Box plot for pleural surface tumor count for each treatment and sex; (**C**) Box plot for tumor burden (log transformed) for each treatment for combined sexes; (**D**) Box plot for tumor burden (log transformed) for each treatment and sex; (**E**) Box plot for tumor cell number (log transformed) for each treatment for combined sexes; (**F**) Box plot for tumor cell number (log transformed) for each treatment and sex. Additionally shown in A, C and E are those groups whose lung tumor indices are significantly (*p* < 0.05, indicated by **) or marginally significantly (*p* < 0.10, indicated by *) elevated compared with saline control.

**Table 1:** Significantly regulated pathways by different treatments.

Group	Differentially Regulated Pathways	*p* Value	FDR	Treatment	Direction of Regulation
1	mmu04110 Cell cycle	1.03 × 10^−16^	2.33 × 10^−14^	Corexit 9527	Upregulation
	mmu03030 DNA replication	3.52 × 10^−13^	3.98 × 10^−11^		
	mmu03440 Homologous recombination	3.89 × 10^−9^	2.93 × 10^−7^		
	mmu03460 Fanconi anemia pathway	2.83 × 10^−7^	1.60 × 10^−5^		
	mmu04115 p53 signaling pathway	3.06 × 10^−6^	1.16 × 10^−4^		
	mmu03430 Mismatch repair	3.08 × 10^−6^	1.16 × 10^−4^		
	mmu04142 Lysosome	1.39 × 10^−4^	4.48 × 10^−3^		
	mmu03420 Nucleotide excision repair	2.44 × 10^−4^	6.91 × 10^−3^		
	mmu03410 Base excision repair	2.88 × 10^−4^	7.24 × 10^−3^		
	mmu04145 Phagosome	7.42 × 10^−4^	1.56 × 10^−2^		
	mmu03013 RNA transport	7.59 × 10^−4^	1.56 × 10^−2^		
	mmu00520 Amino sugar and nucleotide sugar metabolism	2.35 × 10^−3^	4.42 × 10^−2^		
	mmu00670 One carbon pool by folate	2.71 × 10^−3^	4.44 × 10^−2^		
	mmu04914 Progesterone-mediated oocyte maturation	2.75 × 10^−3^	4.44 × 10^−2^		
	mmu04114 Oocyte meiosis	3.67 × 10^−3^	5.53 × 10^−2^		
	mmu00051 Fructose and mannose metabolism	4.16 × 10^−3^	5.57 × 10^−2^		
	mmu04610 Complement and coagulation cascades	4.33 × 10^−3^	5.57 × 10^−2^		
	mmu00240 Pyrimidine metabolism	4.44 × 10^−3^	5.57 × 10^−2^		
	mmu03040 Spliceosome	7.76 × 10^−3^	9.23 × 10^−2^		
2	mmu04022 cGMP-PKG signaling pathway	6.46 × 10^−4^	7.42 × 10^−2^	Corexit 9527	Downregulation
	mmu04015 Rap1 signaling pathway	7.63 × 10^−4^	7.42 × 10^−2^		
	mmu04925 Aldosterone synthesis and secretion	1.01 × 10^−3^	7.42 × 10^−2^		
	mmu04261 Adrenergic signaling in cardiomyocytes	1.31 × 10^−3^	7.42 × 10^−2^		
3	mmu04110 Cell cycle	5.15 × 10^−8^	1.16 × 10^−5^	Corexit 9500	Upregulation
	mmu03030 DNA replication	3.57 × 10^−7^	4.04 × 10^−5^		
	mmu04142 Lysosome	1.69 × 10^−4^	1.27 × 10^−2^		
	mmu03410 Base excision repair	9.16 × 10^−4^	4.86 × 10^−2^		
	mmu04115 p53 signaling pathway	1.11 × 10^−3^	4.86 × 10^−2^		
	mmu03440 Homologous recombination	1.29 × 10^−3^	4.86 × 10^−2^		
	mmu03430 Mismatch repair	2.78 × 10^−3^	8.99 × 10^−2^		
4	mmu00190 Oxidative phosphorylation	2.56 × 10^−4^	5.79 × 10^−2^	9527+oil	Downregulation
	mmu03008 Ribosome biogenesis in eukaryotes	6.40 × 10^−4^	7.23 × 10^−2^		

**Table 2:** DAVID gene set enrichment analysis of genes upregulated by Corexit 9527 or oil.

Corexit 9527 (All Mice)			
Category	Term	Fold Enrichment	Bonferroni Corrected *p* Value
UP_KEYWORDS	DNA damage	4.05	9.30 × 10^−11^
UP_KEYWORDS	DNA repair	4.39	1.63 × 10^-10^
GOTERM_BP_DIRECT	GO:0006974~cellular response to DNA damage stimulus	3.22	7.30 × 10^−8^
GOTERM_BP_DIRECT	GO:0006281~DNA repair	3.57	1.91 × 10^−7^
**Corexit 9527 (male mice)**			
**Category**	**Term**	**Fold Enrichment**	**Bonferroni corrected *p* value**
UP_KEYWORDS	DNA damage	2.72	2.34 × 10^−8^
UP_KEYWORDS	DNA repair	2.85	9.77 × 10^−8^
GOTERM_BP_DIRECT	GO:0006974~cellular response to DNA damage stimulus	2.23	1.40 × 10^−5^
GOTERM_BP_DIRECT	GO:0006281~DNA repair	2.44	2.15 × 10^−5^
**Corexit 9527 (female mice)**			
**Category**	**Term**	**Fold Enrichment**	**Bonferroni corrected *p* value**
GOTERM_BP_DIRECT	GO:0006974~cellular response to DNA damage stimulus	5.57	0.012
UP_KEYWORDS	DNA damage	6.26	0.014
UP_KEYWORDS	DNA repair	6.70	0.028
**Oil (male mice)**			
**Category**	**Term**	**Fold Enrichment**	**Bonferroni corrected *p* value**
GOTERM_BP_DIRECT	GO:0045087~innate immune response	3.39	3.09 × 10^−12^
GOTERM_BP_DIRECT	GO:0070098~chemokine-mediated signaling pathway	7.65	2.05 × 10^−7^
GOTERM_BP_DIRECT	GO:0050729~positive regulation of inflammatory response	5.93	1.42 × 10^−4^
UP_KEYWORDS	Cytokine	3.22	3.44 × 10^−4^

**Table 3:** Realtime PCR results.

Gene	Function of Gene	Reference	Fold Change	*p* Value
Chek1	checkpoint mediated cell cycle arrest in response to DNA damage	[29]	2.20	7.6 × 10^−4^
Rad51ap1	participate in a common DNA damage response pathway associated with the activation of homologous recombination and double-strand break repair	[30]	2.35	1.5 × 10^−4^
DTL	cell cycle control, DNA damage response and translesion DNA synthesis	[31]	2.54	3.12 × 10^−4^
Clspn	checkpoint arrest of the cell cycle in response to replicative stress or DNA damage	[32]	3.23	5.39 × 10^−3^
Fen1	Structure-specific nuclease with 5′-flap endonuclease and 5′-3′ exonuclease activities involved in DNA replication and repair.	[33]	1.29	3.46 × 10^−2^
PCLAF	PCNA-binding protein that acts as a regulator of DNA repair during DNA replication	[34]	2.56	1.43 × 10^−4^
Ticrr	involved in the initiation of DNA replication	[35]	1.91	1.19 × 10^−2^
Uhrf1	functions in the p53-dependent DNA damage checkpoint	[36]	2.64	2.83 × 10^−4^
Chaf1b	mediates chromatin assembly in DNA replication and DNA repair	[37]	1.82	7.23 × 10^−4^
Bard1	Plays a central role in the control of the cell cycle in response to DNA damage	[38]	1.37	1.28 × 10^−2^
Chek2	is activated when DNA becomes damaged or when DNA strands break	[39]	1.26	9.83 × 10^−4^

Note: For each gene, a statistically significant (*p* < 0.05) negative regression coefficient was achieved for the treatment Corexit 9527 in regression analysis, suggesting a significant lower CT value (and hence a higher expression level) for the treatment as compared with the control treatment. The fold change is for the expression in Corexit 9527 vs. control treatment (saline).

**Table 4:** Sex-specific analysis for regulation of KEGG pathways.

Group	Differentially Regulated Pathways	*p* Value	FDR	Treatment	Direction of Regulation	Sex
1	mmu04110 Cell cycle	3.41 × 10^−15^	7.60 × 10^−16^	Corexit 9527	Upregulation	Male
	mmu03030 DNA replication	4.52 × 10^−11^	5.04 × 10^−9^			
	mmu03440 Homologous recombination	3.31 × 10^−7^	2.46 × 10^−5^			
	mmu03460 Fanconi anemia pathway	2.31 × 10^−5^	1.09 × 10^−3^			
	mmu03010 Ribosome	2.45 × 10^−5^	1.09 × 10^−3^			
	mmu03430 Mismatch repair	5.36 × 10^−5^	1.72 × 10^−3^			
	mmu04115 p53 signaling pathway	5.41 × 10^−5^	1.72 × 10^−3^			
	mmu03410 Base excision repair	4.55 × 10^−4^	1.14 × 10^−2^			
	mmu04142 Lysosome	4.61 × 10^−4^	1.14 × 10^−2^			
	mmu04610 Complement and coagulation cascades	1.19 × 10^−3^	2.64 × 10^−2^			
	mmu03420 Nucleotide excision repair	1.30 × 10^−3^	2.64 × 10^−2^			
	mmu04145 Phagosome	2.03 × 10^−3^	3.78 × 10^−2^			
	mmu03040 Spliceosome	2.79 × 10^−3^	4.79 × 10^−2^			
	mmu04060 Cytokine−cytokine receptor interaction	3.41 × 10^−3^	5.35 × 10^−2^			
	mmu03013 RNA transport	3.73 × 10^−3^	5.35 × 10^−2^			
	mmu00240 Pyrimidine metabolism	3.92 × 10^−3^	5.35 × 10^−2^			
	mmu00051 Fructose and mannose metabolism	4.08 × 10^−3^	5.35 × 10^−2^			
	mmu00520 Amino sugar and nucleotide sugar metabolism	5.40 × 10^−3^	6.69 × 10^−2^			
	mmu04657 IL-17 signaling pathway	5.78 × 10^−3^	6.79 × 10^−2^			
	mmu03050 Proteasome	6.39 × 10^−3^	7.13 × 10^−2^			
	mmu00052 Galactose metabolism	7.73 × 10^−3^	8.21 × 10^−2^			
2	mmu04110 Cell cycle	5.03 × 10^−6^	1.12 × 10^−3^	Corexit 9527	Upregulation	Female
	mmu03030 DNA replication	1.37 × 10^−5^	1.52 × 10^−3^			
	mmu03440 Homologous recombination	2.60 × 10^−4^	1.93 × 10^−2^			
	mmu03460 Fanconi anemia pathway	6.39 × 10^−4^	3.55 × 10^−2^			
	mmu03430 Mismatch repair	2.10 × 10^−3^	9.32 × 10^−2^			
3	mmu04925 Aldosterone synthesis and secretion	1.86 × 10^−4^	2.09 × 10^−2^	Corexit 9527	Downregulation	Male
	mmu04923 Regulation of lipolysis in adipocytes	2.15 × 10^−4^	2.09 × 10^−2^			
	mmu04022 cGMP-PKG signaling pathway	2.81 × 10^−4^	2.09 × 10^−2^			
	mmu04015 Rap1 signaling pathway	3.84 × 10^−4^	2.14 × 10^−2^			
	mmu04024 cAMP signaling pathway	5.26 × 10^−4^	2.35 × 10^−2^			
	mmu04261 Adrenergic signaling in cardiomyocytes	7.49 × 10^−4^	2.53 × 10^−2^			
	mmu04723 Retrograde endocannabinoid signaling	7.96 × 10^−4^	2.53 × 10^−2^			
	mmu04728 Dopaminergic synapse	1.47 × 10^−3^	4.11 × 10^−2^			
	mmu04972 Pancreatic secretion	2.87 × 10^−3^	7.12 × 10^−2^			
	mmu04270 Vascular smooth muscle contraction	3.24 × 10^−3^	7.22 × 10^−2^			
	mmu04713 Circadian entrainment	4.68 × 10^−3^	9.50 × 10^−2^			
	mmu04916 Melanogenesis	5.36 × 10^−3^	9.97 × 10^−2^			
4	mmu04060 Cytokine-cytokine receptor interaction	6.49 × 10^−10^	1.45 × 10^−7^	Oil	Upregulation	Male
	mmu04145 Phagosome	6.92 × 10^−6^	5.07 × 10^−4^			
	mmu04657 IL-17 signaling pathway	7.66 × 10^−6^	5.07 × 10^−4^			
	mmu04062 Chemokine signaling pathway	9.09 × 10^−6^	5.07 × 10^−4^			
	mmu04110 Cell cycle	3.35 × 10^−5^	1.49 × 10^−3^			
	mmu04621 NOD-like receptor signaling pathway	6.56 × 10^−5^	2.41 × 10^−3^			
	mmu04640 Hematopoietic cell lineage	7.57 × 10^−5^	2.41 × 10^−3^			
	mu04142 Lysosome	1.13 × 10^−4^	3.16 × 10^−3^			
	mmu0462 Toll−like receptor signaling pathway	2.57 × 10^−4^	6.37 × 10^−3^			
	mmu03030 DNA replication	3.25 × 10^−4^	7.25 × 10^−3^			
	mmu04610 Complement and coagulation cascades	6.09 × 10^−4^	1.13 × 10^−2^			
	mmu04668 TNF signaling pathway	6.10 × 10^−4^	1.13 × 10^−2^			
	mmu04380 Osteoclast differentiation	1.18 × 10^−3^	2.02 × 10^−2^			
	mmu04666 Fc gamma R-mediated phagocytosis	1.31 × 10^−3^	2.08 × 10^−2^			
	mmu03440 Homologous recombination	2.31 × 10^−3^	3.35 × 10^−2^			
	mmu04664 Fc epsilon RI signaling pathway	2.44 × 10^−3^	3.35 × 10^−2^			
	mmu04672 Intestinal immune network for IgA production	2.55 × 10^−3^	3.35 × 10^−2^			
	mmu04623 Cytosolic DNA-sensing pathway	4.47 × 10^−3^	5.53 × 10^−2^			
5	mmu04060 Cytokine-cytokine receptor interaction	2.03 × 10^−4^	4.50 × 10^−2^	Oil	Downregulation	Female
6	mmu04110 Cell cycle	2.22 × 10^−7^	4.95 × 10^−5^	Corexi 9500	Upregulation	Male
	mmu03030 DNA replication	8.24 × 10^−6^	9.19 × 10^−4^			
	mmu03440 Homologous recombination	3.72 × 10^−4^	2.77 × 10^−2^			
7	mmu04390 Hippo signaling pathway	3.15 × 10^−5^	6.70 × 10^−3^	9527+oil	Upregulation	Female
	mmu04330 Notch signaling pathway	6.03 × 10^−5^	6.70 × 10^−3^			
	mmu04360 Axon guidance	1.85 × 10^−4^	1.37 × 10^−2^			
	mmu04510 Focal adhesion	3.60 × 10^−4^	2.00 × 10^−2^			
	mmu04010 MAPK signaling pathway	1.10 × 10^−3^	4.90 × 10^−2^			
	mmu04310 Wnt signaling pathway	1.75 × 10^−3^	6.46 × 10^−2^			
	mmu04810 Regulation of actin cytoskeleton	2.29 × 10^−3^	7.26 × 10^−2^			
8	mmu00190 Oxidative phosphorylation	5.88 × 10^−5^	1.20 × 10^−2^	9527+oil	Downregulation	Female
	mmu03010 Ribosome	1.08 × 10^−4^	1.20 × 10^−2^			
	mmu04060 Cytokine-cytokine receptor interaction	8.68 × 10^−4^	6.43 × 10^−2^			

**Table 5:** Comparison between this study and RNA-seq analyses of a treated human airway epithelial cell line (BEAS-2B) [14] at pathway level.

Differentially Regulated Pathways	BEAS-2B Cell [13]		Mice		Meta-Analysis *p* Value	Treatment	Direction of Regulation
	*p* Value	FDR	*p* Value	FDR			
Cell cycle	4.10 × 10^−4^	5.53 × 10^−3^	1.03 × 10^−16^	2.33 × 10^−14^	4.22 × 10^−20^	Corexit9527	Upregulation
RNA transport	2.03 × 10^−9^	1.64 × 10^−7^	7.59 × 10^−4^	1.56 × 10^−2^	1.54 × 10^−12^		
Spliceosome	6.09 × 10^−7^	1.97 × 10^−5^	7.76 × 10^−3^	9.23 × 10^−2^	4.73 × 10^−9^		
Pyrimidine metabolism	6.59 × 10^−5^	1.53 × 10^−3^	4.44 × 10^−3^	5.57 × 10^−2^	2.93 × 10^−7^		
Oocyte meiosis	6.65 × 10^−4^	8.29 × 10^−3^	3.67 × 10^−3^	5.53 × 10^−2^	2.44 × 10^−6^		
Amino sugar and nucleotide sugar metabolism	6.48 × 10^−3^	5.77 × 10^−2^	2.35 × 10^−3^	4.42 × 10^−2^	1.52 × 10^−5^		
Progesterone-mediated oocyte maturation	8.47 × 10^−3^	6.54 × 10^−2^	2.75 × 10^−3^	4.44 × 10^−2^	2.33 × 10^−5^		

**Table 6:** Comparison between this study and RNA-seq analyses of a treated human airway epithelial cell line (BEAS-2B) [13] at gene level.

Differentially Regulated Genes	BEAS-2B Cell [14]		Mice		Direction of Regulation	Treatment
	Ensemb ID	*p* Value	EnsembI ID	*p* Value		
TRIM59	ENSG00000213186	5.98 × 10^−3^	ENSMUSG00000034317	3.40 × 10^−2^	Upregulation	Oil
RAB11FIP1	ENSG00000156675	1.10 × 10^−2^	ENSMUSG00000031488	2.53 × 10^−2^	Downregulation	
EGR2	ENSG00000122877	2.78 × 10^−2^	ENSMUSG00000037868	2.34 × 10^−2^	Upregulation	Corexit 9500
ITGA11	ENSG00000137809	4.19×10^−2^	ENSMUSG00000032243	4.25 × 10^−2^		
ETV4	ENSG00000175832	3.90 × 10^−2^	ENSMUSG00000017724	4.18 × 10^−3^		
KCNG1	ENSG00000026559	2.04 × 10^−2^	ENSMUSG00000074575	1.96 × 10^−2^		
ATXN7L1	ENSG00000146776	2.28 × 10^−2^	ENSMUSG00000020564	2.11 × 10^−2^		
DCP1B	ENSG00000151065	1.15 × 10^−2^	ENSMUSG00000041477	4.49 × 10^−2^		
TIMP1	ENSG00000102265	3.25 × 10^−2^	ENSMUSG00000001131	3.40 × 10^−2^		
DLC1	ENSG00000164741	3.43 × 10^−2^	ENSMUSG00000031523	2.90 × 10^−2^	Downregulation	
STX2	ENSG00000111450	1.12 × 10^−2^	ENSMUSG00000029428	3.94 × 10^−3^		
MSI2	ENSG00000153944	3.58 × 10^−2^	ENSMUSG00000069769	3.50 × 10^−2^		
LATS2	ENSG00000150457	9.04 × 10^−3^	ENSMUSG00000021959	3.31 × 10^−2^		
ING2	ENSG00000168556	1.06 × 10^−2^	ENSMUSG00000063049	1.84 × 10^−2^		
MID1	ENSG00000101871	3.46 × 10^−2^	ENSMUSG00000035299	5.75 × 10^−3^		
RAB11FIP1	ENSG00000156675	4.13 × 10^−3^	ENSMUSG00000031488	3.42 × 10^−2^		
TGFBR1	ENSG00000106799	7.39 × 10^−4^	ENSMUSG00000021569	3.65 × 10^−2^		
ABI3BP	ENSG00000154175	3.02 × 10^−4^	ENSMUSG00000035258	4.16 × 10^−2^		
FAM198B	ENSG00000164125	7.29 × 10^−3^	ENSMUSG00000027955	3.51 × 10^−2^		
PNO1	ENSG00000115946	3.25 × 10^−2^	ENSMUSG00000020116	9.38 × 10^−3^	Upregulation	Corexit 9527
CCT5	ENSG00000150753	3.60 × 10^−2^	ENSMUSG00000022234	3.04 × 10^−2^		
NA	ENSG00000120254	4.07 × 10^−2^	ENSMUSG00000040675	4.96×10^−3^		
PLK1	ENSG00000166851	3.02×10^−2^	ENSMUSG00000030867	3.81 × 10^−7^		
HMMR	ENSG00000072571	4.07 × 10^−2^	ENSMUSG00000020330	8.67 × 10^−10^		
CPOX	ENSG00000080819	3.19 × 10^−2^	ENSMUSG00000022742	4.08 × 10^−2^		
SND1	ENSG00000197157	1.26 × 10^−2^	ENSMUSG00000001424	2.67 × 10^−5^		
PRR11	ENSG00000068489	7.37 × 10^−3^	ENSMUSG00000020493	3.77 × 10^−3^		
IMPDH2	ENSG00000178035	1.90 × 10^−2^	ENSMUSG00000062867	3.51 × 10^−3^		
MAD2L1	ENSG00000164109	2.11 × 10^−2^	ENSMUSG00000029910	2.27 × 10^−6^		
CCNA2	ENSG00000145386	1.64 × 10^−2^	ENSMUSG00000027715	6.64 × 10^−5^		
XRCC6	ENSG00000196419	3.52 × 10^−2^	ENSMUSG00000022471	2.91 × 10^−2^		
TRIP13	ENSG00000071539	4.51 × 10^−2^	-	1.76 × 10^−2^		
NA	ENSG00000143179	3.99 × 10^−2^	ENSMUSG00000026558	4.05 × 10^−3^		
CKS1B	ENSG00000173207	3.26 × 10^−2^	ENSMUSG00000028044	1.95 × 10^−2^		
MAD1L1	ENSG00000002822	2.09 × 10^−2^	ENSMUSG00000029554	4.80 × 10^−3^		
TPX2	ENSG00000088325	2.35 × 10^−2^	ENSMUSG00000027469	1.07 × 10^−3^		
HDGF	ENSG00000143321	1.63 × 10^−2^	ENSMUSG00000004897	6.56 × 10^−3^		
RACGAP1	ENSG00000161800	3.97 × 10^−2^	ENSMUSG00000023015	8.94 × 10^−9^		
ORC1	ENSG00000085840	1.34 × 10^−2^	ENSMUSG00000028587	6.08 × 10^−4^		
PBK	ENSG00000168078	4.67 × 10^−2^	ENSMUSG00000022033	1.29 × 10^−5^		
NCAPD2	ENSG00000010292	2.04 × 10^−3^	ENSMUSG00000038252	3.53 × 10^−2^		
NEK2	ENSG00000117650	4.64 × 10^−2^	ENSMUSG00000026622	3.81 × 10^−3^		
BIRC5	ENSG00000089685	4.71 × 10^−2^	ENSMUSG00000017716	4.84 × 10^−8^		
HDLBP	ENSG00000115677	2.24 × 10^−2^	ENSMUSG00000034088	4.82 × 10^−2^		
RRM1	ENSG00000167325	4.51 × 10^−2^	ENSMUSG00000030978	3.24 × 10^−7^		
CCNF	ENSG00000162063	2.36 × 10^−2^	ENSMUSG00000072082	7.81 × 10^−4^		
CEP85	ENSG00000130695	3.83 × 10^−2^	ENSMUSG00000037443	3.98 × 10^−3^		
GTSE1	ENSG00000075218	3.26 × 10^−2^	ENSMUSG00000022385	1.55 × 10^−4^		
SCYL3	ENSG00000000457	2.74 × 10^−2^	ENSMUSG00000026584	3.17×10^−2^	Downregulation	
TSNAXIP1	ENSG00000102904	4.61×10^−2^	ENSMUSG00000031893	9.47×10^−3^		
TDRP	ENSG00000180190	5.61×10^−3^	ENSMUSG00000050052	6.78 × 10^−3^		
SAPCD1	ENSG00000228727	3.33 × 10^−2^	ENSMUSG00000036185	3.72 × 10^−2^		
NFASC	ENSG00000163531	4.39 × 10^−2^	ENSMUSG00000026442	5.92 × 10^−4^		
LYPD5	ENSG00000159871	4.60 × 10^−2^	ENSMUSG00000030484	9.68 × 10^−3^		
MYH7B	ENSG00000078814	1.20 × 10^−2^	ENSMUSG00000074652	1.85 × 10^−2^		
SNCG	ENSG00000173267	1.14 × 10^−3^	ENSMUSG00000023064	1.82 × 10^−2^		
EGR1	ENSG00000120738	4.22 × 10^−2^	ENSMUSG00000038418	1.53 × 10^−2^		
FOS	ENSG00000170345	3.03 × 10^−2^	ENSMUSG00000021250	4.43 × 10^−2^		
VCL	ENSG00000035403	1.38 × 10^−2^	ENSMUSG00000021823	3.78 × 10^−2^	Upregulation	9500+oil
FSTL3	ENSG00000070404	4.14 × 10^−2^	ENSMUSG00000020325	4.84 × 10^−2^		
SOCS2	ENSG00000120833	3.96 × 10^−2^	ENSMUSG00000020027	1.05 × 10^−2^		
SERGEF	ENSG00000129158	3.89 × 10^−2^	ENSMUSG00000030839	1.29 × 10^−2^	Downregulation	
CCNG2	ENSG00000138764	1.13 × 10^−2^	ENSMUSG00000029385	3.62 × 10^−2^		
COL14A1	ENSG00000187955	4.39 × 10^−2^	ENSMUSG00000022371	4.92 × 10^−2^		
TMEM150C	ENSG00000249242	2.51 × 10^−2^	ENSMUSG00000050640	2.93 × 10^−2^	Upregulation	9527+oil
PRSS23	ENSG00000150687	5.18 × 10^−3^	ENSMUSG00000039405	3.30 × 10^−2^		
CSF3R	ENSG00000119535	4.22 × 10^−2^	ENSMUSG00000028859	1.90 × 10^−2^		
TRNT1	ENSG00000072756	4.64 × 10^−2^	ENSMUSG00000013736	4.79 × 10^−2^	Downregulation	
LRRC59	ENSG00000108829	4.02 × 10^−2^	ENSMUSG00000020869	3.38 × 10^−2^		
MRPL30	ENSG00000241962	2.50 × 10^−2^	ENSMUSG00000026087	3.32 × 10^−2^		
CLPB	ENSG00000162129	3.75 × 10^−2^	ENSMUSG00000001829	3.35 × 10^−2^		
NA	ENSG00000105793	2.66 × 10^−2^	ENSMUSG00000040464	3.50 × 10^−2^		
MTSS1	ENSG00000170873	1.19 × 10^−2^	ENSMUSG00000022353	2.98 × 10^−2^		

Note: 1. In table, the meta-analysis *p* value was achieved using Fisher’s method (20) to combine the *p* values in the two studies so as to summarize the overall significance of each pathway across the two studies. 2. For some ENSG Ensembl IDs in table, there are no respective HGNC (HUGO Gene Nomenclature Committee) symbols. Hence, their gene names in first column are shown as NA.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1660-4601/17/15/5466/s1, Figure S1: Preparation of saline accommodated fraction (SAF). Figure S2: RNA yield from treated mice. Figure S3. Pathological changes associated with exposure of mice to oil and/or dispersant in preliminary experiments. Figure S4: Box plots for the K-Ras^LA1^ mice lung tumor indices. Figure S5: Representative tumor nodules on the pleural surface of a K-Ras^LA1^ mouse. Figure S6: Tumor histopathology of K-Ras^LA1^ mice. Table S1: Primers for qRT-PCR experiments. Table S2. Number of differentially expressed genes for different sexes and treatments.

# Supplementary material for: The Impact of the Deepwater Horizon Oil Spill upon Lung Health—Mouse Model-Based RNA-Seq Analyses
**Source:** Int J Environ Res Public Health. 2020 Jul 29;17(15):5466. doi: 10.3390/ijerph17155466
**Supplement:** Supplementary file 1

Supplemental Figure 1

A.

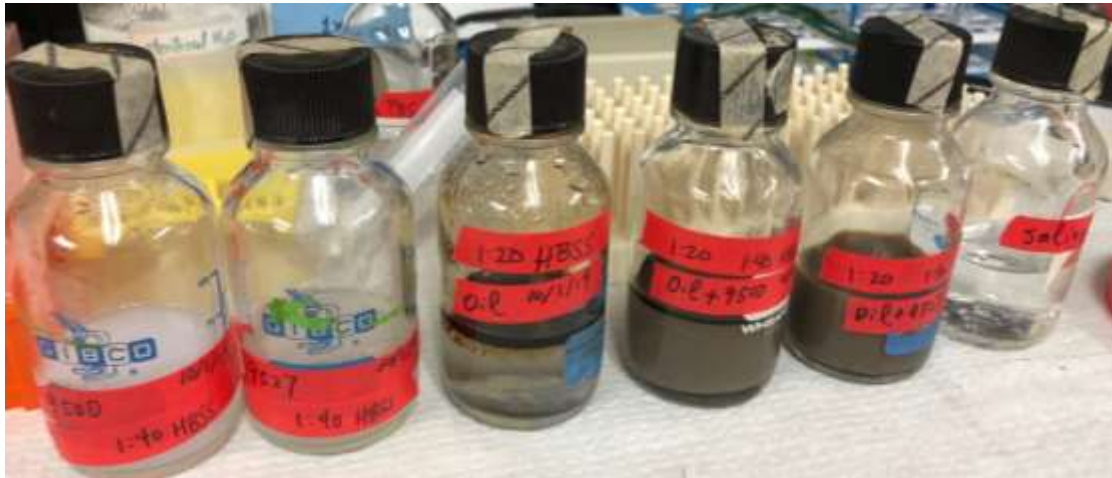

B.

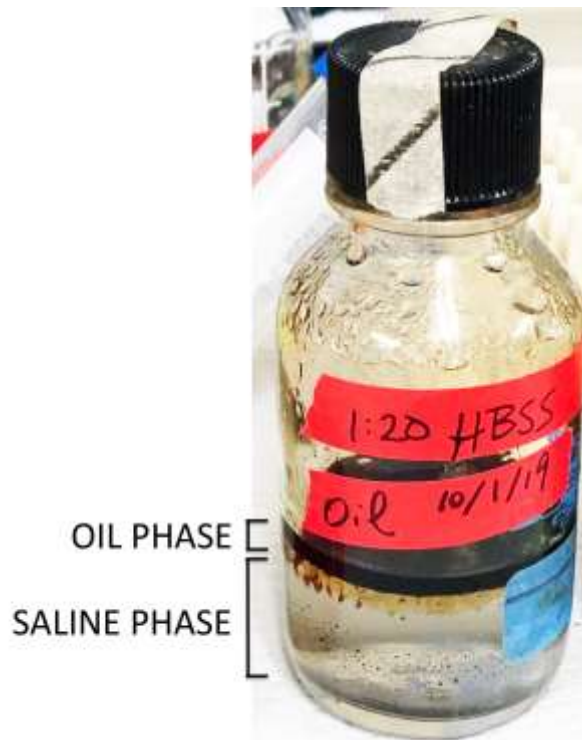

**Supplemental Figure 1. Preparation of saline accommodated fraction (SAF).** (A) MC252 oil, Corexit 9500, Corexit 9527, oil+9500 and oil +9527 were mixed and equilibrated in Hank's balanced salts solution at ratios of 1:20 (oil) and 1:40 (dispersants). Shown from left to right are SAF of Corexit 9500, Corexit 9527, MC252 oil, oil+9500, oil+9527 and saline (control). Photos of SAF were taken after letting the solutions stand for 1 hr after mixing. The oil alone sample has a prominent phase separation, and there was a small amount of phase separation for the 9500+oil sample. The other samples did not have phase separation. (B) The MC252 oil underwent phase separation from the Hanks Balanced Salt Solution (HBSS) following extensive mixing and then resting on the bench for 1 hour. The saline accommodated phase of the mixture was used to expose the mice in these studies. The other treatments of Corexit 9500 and 9527 solutions alone and in combination with MC252 oil mixed well with the HBSS solution without phase separation (not shown).

**Supplemental Figure 2**

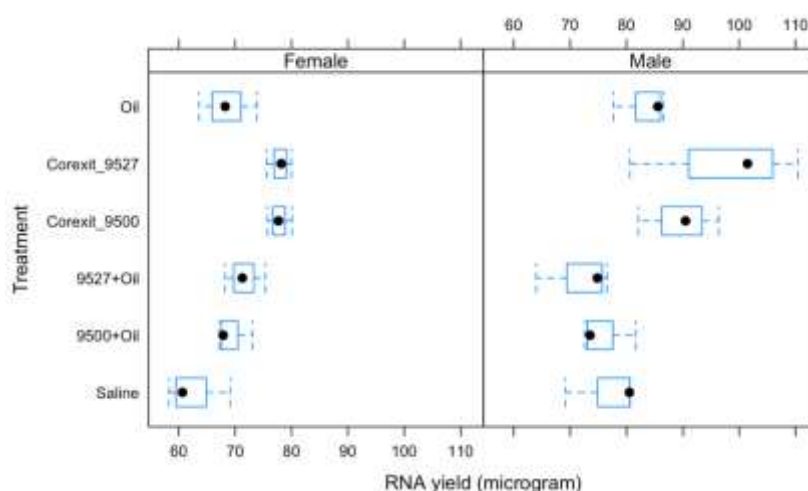

**Supplemental Figure 2. RNA yield from treated mice.** Total RNA yield recovered from the left lung of female mice was 60-80 $\mu$ g while that from male mice was higher at 75-100 $\mu$ g per left lung before DNase treatment. Shown is the RNA yield from different treatment groups in both sexes. Using multiple regression analysis to model RNA yield as a dependent variable and treatment, sex and weight as independent variables, it was found that male mice had significantly higher RNA yield than female mice ( $p = 1.42e-3$ ). Compared with saline (control) treatment, mice with Corexit 9527 and Corexit 9500 treatments also had a significantly higher RNA yield (with  $p$  values of  $7.2e-5$  and  $1.59e-3$ , respectively). Weight was not a significant predictor for RNA yield.

Supplemental figure 3.

**A.**

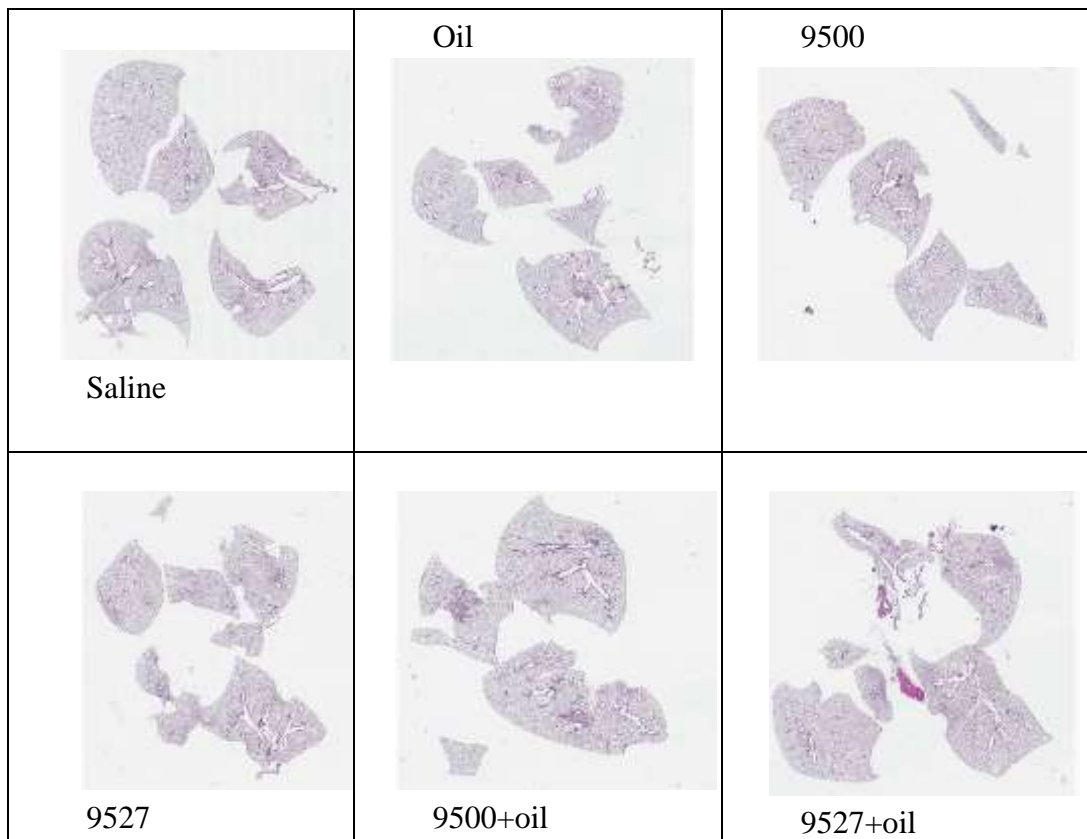

**B.**

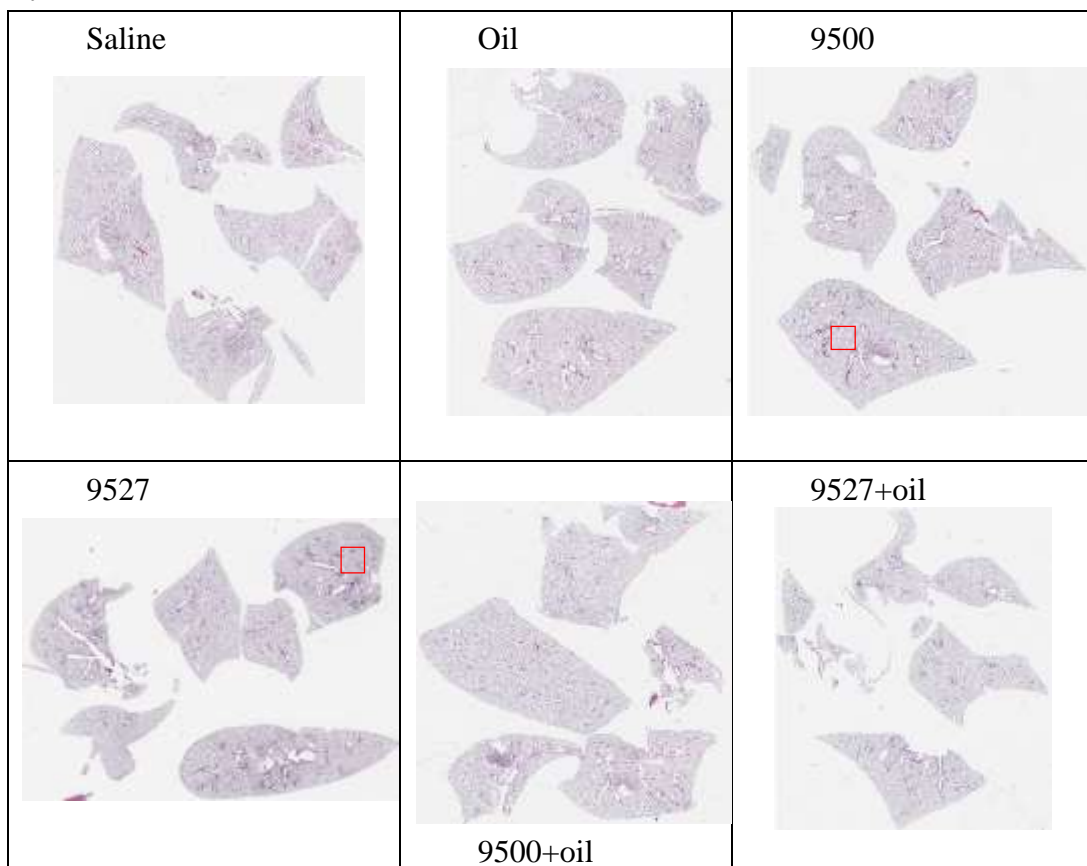

**C.**

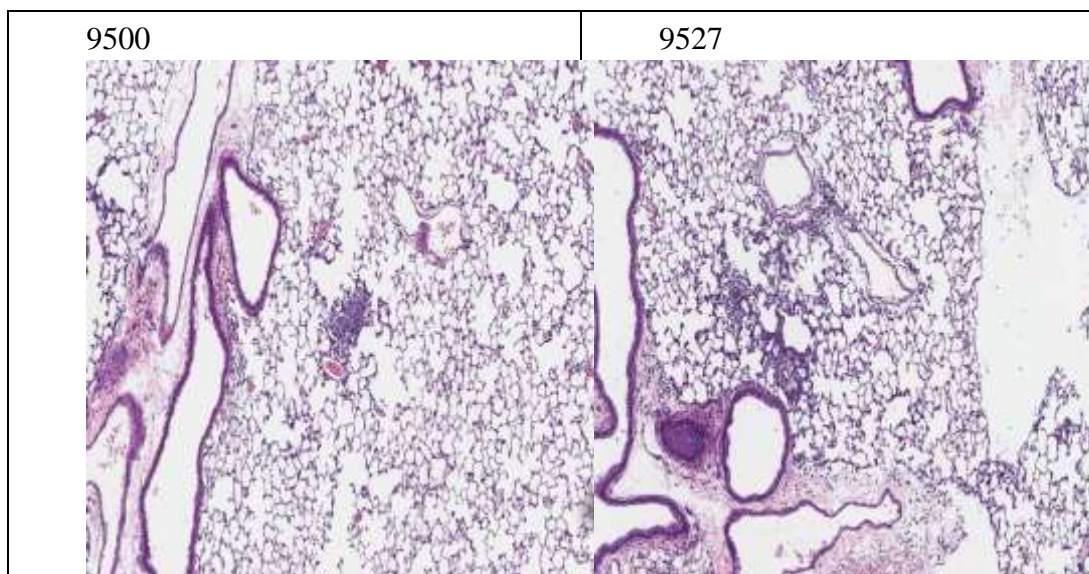

**D.**

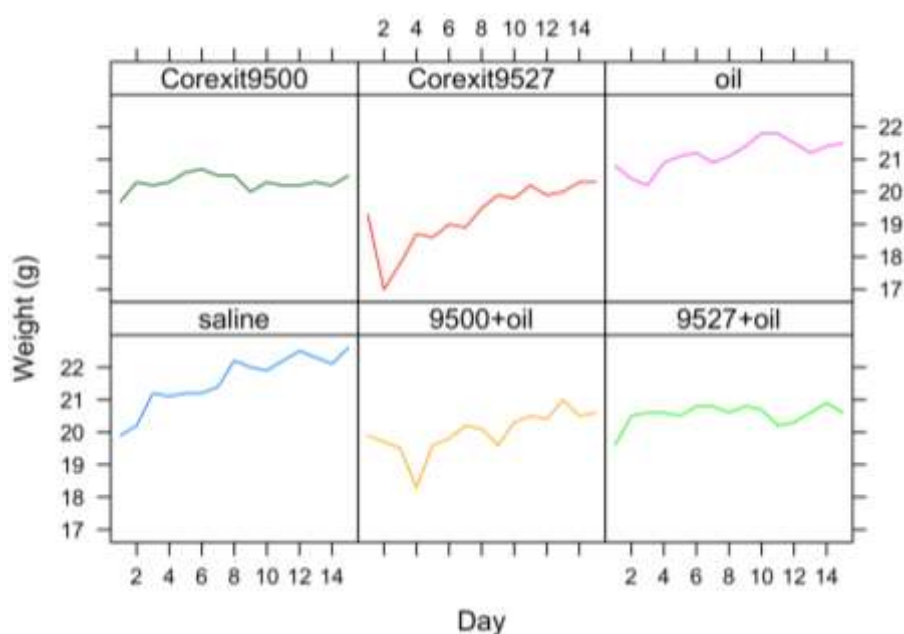

**Supplemental Figure 3. Pathological changes associated with exposure of mice to oil and/or dispersant in preliminary experiments. (A)** Whole slide images of lung tissue sections from female mice exposed to 0.1 SAF in preliminary experiment 2. **(B)** Same as part A with male mice (preliminary experiment 3). See panel C for a higher power image of the boxed area. **(C)** Higher power images of lung tissue sections in the boxed area of panel B showing minor focal inflammation areas in male mice exposed to Corexit 9527 or Corexit 9500 in preliminary experiment 3. **(D)** Weight change of mice in preliminary experiment 2.

Supplemental Figure 4

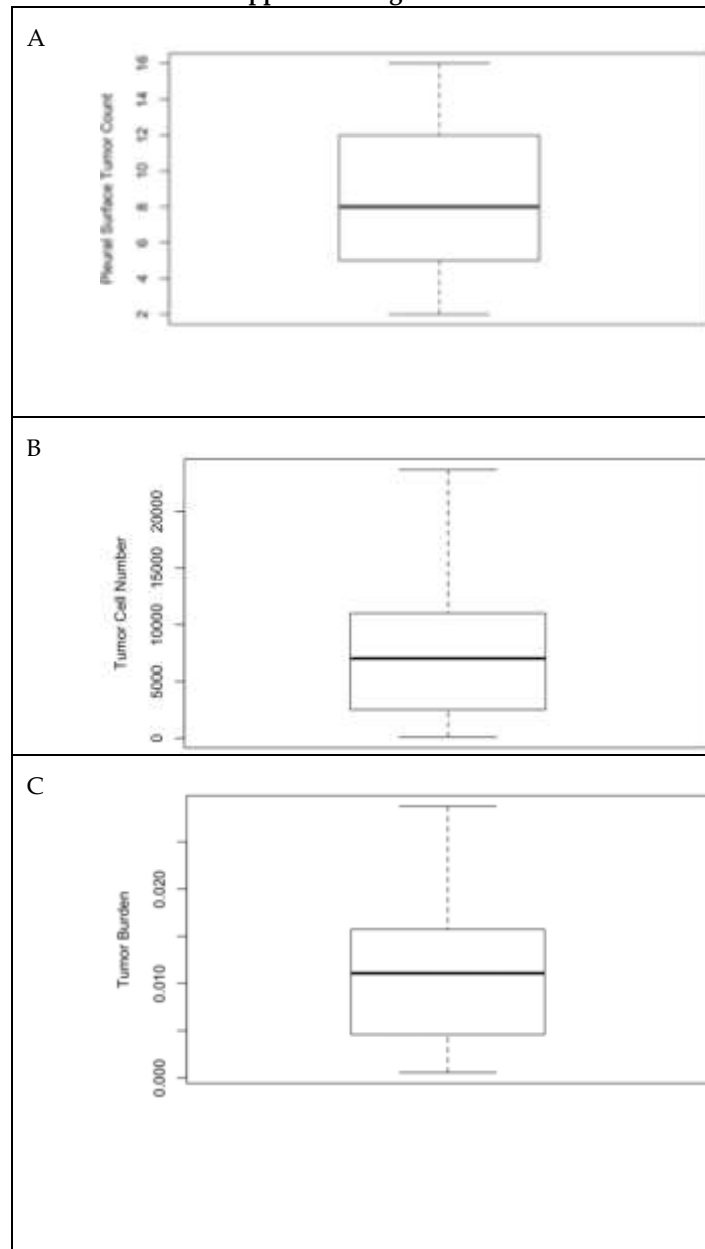

**Supplemental Figure 4. Box plots for the K-Ras<sup>LA1</sup> mice lung tumor indices. (A)** Box plot for pleural surface tumor count; **(B)** Box plot for tumor cell number; **(C)** Box plot for tumor burden.

Supplemental Figure 5

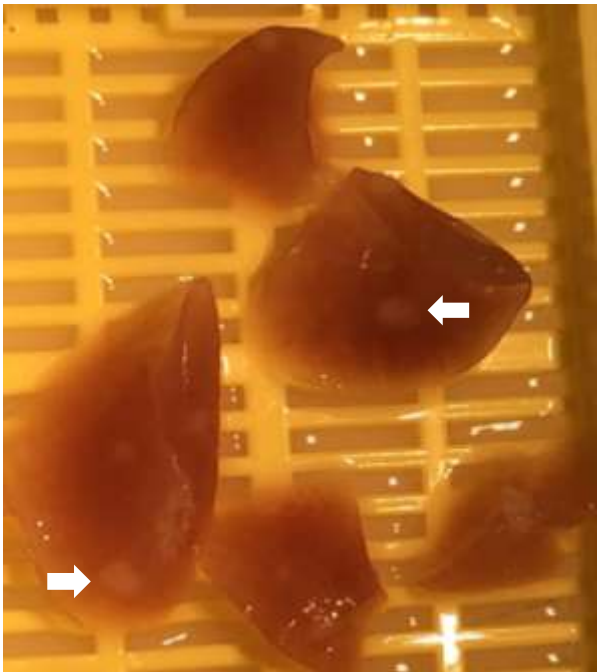

**Supplemental Figure 5. Representative tumor nodules on the pleural surface of a K-Ras<sup>LA1</sup> mouse.** Fixed lung from a K- Ras<sup>LA-1</sup> mouse prior to paraffin embedding is shown. Multiple tumor nodules on the pleural surface appear as small white areas. Two tumor nodules are indicated by arrows.

Supplemental Figure 6

|        |          |          |
|--------|----------|----------|
| Saline | Oil      | 9500     |
|        |          |          |
| 9527   | 9500+oil | 9527+oil |
|        |          |          |

**Supplemental Figure 6. Tumor histopathology of K-Ras<sup>LA1</sup> mice.** Whole slide images of lung tissue sections from K-Ras<sup>LA1</sup> mice with a representative example from a mouse after each treatment. The ratio of the areas of

lung tumor (encircled red) to whole lung areas (encircled green) were determined by measurement with the slide scanner to calculate the tumor burden.

**Supplemental Table 1: Primers for qRT-PCR experiments**

| Genes    | Forward primer          | Reverse primer          |
|----------|-------------------------|-------------------------|
| Clspn    | ACGGAAATGAGTTATCCAAAGGC | AGTGCAGATTCTCGGACCAGA   |
| Ticrr    | GCCTGCTGTCACAAAGTGATG   | GCCCCCTGAGAGTCGAAGA     |
| Chek1    | GTTAAGCCACGAGAATGTAGTGA | GATACTGGATATGGCCTTCCT   |
| Fen1     | TTCACGGCCTTGCCAAACTAA   | ACAGCAATCAGGAACTGGTAGA  |
| Rad51ap1 | GTGCGTCCTACCAGAAATAGAAA | CCGCTTTTGACTTGTTTACAGGT |
| Dtl      | ACGCAAGGCAGAAAATTCATCC  | GAGCTGGGAGTAATGGTGACC   |
| PCLAF    | ACCAAAGCAAACACTACGTTCCA | TTTTCCCGACGAACCTGAAGAA  |
| Uhrf1    | CCACACCGTGAACCTCTCTGTC  | GGCGCACATCATAATCGAAGA   |
| Chaf1b   | TTCACGACGACAGCATGAAGT   | TGTCACATTCTCACCAGATTCCA |
| Bard1    | AAGGAGCCCCGTGTGCTTAG    | TTGCCCTAGATGTGTTGTCTTTT |
| Chek2    | TGACAGTGCTTCCTGTTTACA   | GAGCTGGACGAACCCTGATA    |

**Supplemental Table 2.** Number of differentially expressed genes for different sexes and treatments.

| Sex and treatments         | # of Upregulated Genes | # of Downregulated Genes | Total # of differentially expressed genes |
|----------------------------|------------------------|--------------------------|-------------------------------------------|
| All subjects, Oil          | 213                    | 340                      | 553                                       |
| All subjects, Corexit 9500 | 588                    | 946                      | 1,534                                     |
| All subjects, Corexit 9527 | 707                    | 519                      | 1,226                                     |
| All subjects, 9500+oil     | 164                    | 381                      | 545                                       |
| All subjects, 9527+oil     | 277                    | 958                      | 1,235                                     |
| Male, Oil                  | 917                    | 515                      | 1432                                      |
| Male, Corexit 9500         | 563                    | 367                      | 930                                       |
| Male, Corexit 9527         | 1,384                  | 1,123                    | 2,507                                     |
| Male, 9500+oil             | 752                    | 665                      | 1417                                      |
| Male, 9527+oil             | 627                    | 461                      | 1088                                      |
| Female, Oil                | 158                    | 300                      | 458                                       |
| Female, Corexit 9500       | 316                    | 832                      | 1,148                                     |
| Female, Corexit 9527       | 320                    | 230                      | 550                                       |
| Female, 9500+oil           | 88                     | 246                      | 334                                       |
| Female, 9527+oil           | 88                     | 880                      | 968                                       |

How the deposited data were processed for this re-analysis (not part of the article)

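RNA of the left lung was sequenced from 36 mice, 3 of each sex in each of 6 groups, which received saline, MC252 oil, Corexit 9500, Corexit 9527, 9500+oil or 9527+oil on days 0, 7 and 13 and were killed on day 14. The paper states that Salmon estimated the reads of each GRCm38 transcript and that tximport combined them into a count matrix. The authors deposited these expected counts in a table for female mice, with 18120 rows, and one for male mice, with 18295 rows. The paper's methods speak of transcript identifiers, while the rows carry gene symbols. The values had to be whole numbers for the tests and were to be rounded to whole numbers, but they already were. The lowest sum of a row was 10 in both tables. In each table 24 rows carry a date in place of a gene symbol and were kept under that name, and 4 rows share their name with another row and were left out. The latter held 0.0103% of the counts of the female and 0.0128% of the male table. Of the 18691 names in either table, 18461 (98.77%) matched a gene of GENCODE M21, from which identifiers, positions, GC content and length were taken.

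Each library was assigned to its sex, treatment and mouse number from its sample label. Total counts ran from 17501180 to 30011557 per mouse, and no library was scaled or left out before the tests. Kdm5d and Uty of the Y chromosome separated the sexes as labelled, with 27.3 to 44.3 CPM of Kdm5d and 17.9 to 26.7 CPM of Uty in male mice against at most 0.401 and 4.57 CPM in female mice. Ddx3y and Eif2s3y are listed in the male table alone, with 54.3 to 82 and 20.9 to 62.5 CPM, and Xist is listed in neither. To check for a library entered more than once, the counts of every pair of mice of a sex were compared gene by gene. The lowest chi-square per gene was 13.1 over 153 pairs of female and 12.5 over 153 pairs of male mice, where repeated sequencing of 1 library would give about 1.

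Genes were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 after TMM normalization, with edgeR's filterByExpr as the filter on low counts and Benjamini-Hochberg adjustment over the genes tested. Each fit held the mice of the groups compared. Fits over both sexes had sex as a covariate, and fits within a sex had no covariate. The paper's text does not name a term for sex in its RNA-seq comparisons. Differences between the sexes were tested as the interaction of sex and treatment. The 9500+oil mice were also compared with the Corexit 9500 mice, and the 9527+oil mice with the Corexit 9527 mice. A standard error of a log2 fold change is its size divided by the square root of F. Levels in CPM use the effective library sizes, and means of log2 CPM use a prior count of 2.

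Pathways were tested with camera (limma 3.58.1) on the signed square root of F with a preset correlation of 0.01, with 2-sided p values adjusted over the 19 sets of a comparison and a threshold of an FDR of 0.1, the paper's own. Neither KEGG nor GAGE nor DAVID was used. The 19 pathways are ones the paper reported as changed in these same libraries, so sets that pass are not independent evidence for them. The sets for cytokine receptor interaction, IL-17 signaling, p53 signaling, Fanconi anemia, homologous recombination and mismatch repair hold the genes drawn in Fig. 2 and Fig. 3. The Ribosome and Oxidative phosphorylation sets were chosen by gene name, and the other 11 sets are lists written by hand. Of the 1974 symbols of all sets and marker lists, 1954 were found in the tables. Marker lists of lung, blood and other cell types and of cellular responses were tested with camera for the closing section. The value of a set is the median log2 fold change of its tested members, and a set needed 5 of them.

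The comparisons, tests, thresholds, gene lists, the rule for the genes named and most alternatives were chosen before the data were examined. Genes were named by the following rule. They are the 11 genes of Table 3 and the genes of Table 6. They are also the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 log2 CPM and every treated mouse on the same side of every saline mouse of its sex, in the comparisons of Corexit 9527, Corexit 9500 and 9527+oil over both sexes, of oil and Corexit 9527 in each sex and of 9527+oil in female mice. In a gene set discussed in the text, they are the 3 members with the smallest p. Results for some genes under this rule are not reported here; these genes were kept in every test and set. The sex markers named above complete the list. Other genes named in the closing section were chosen after their values were seen.

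The alternatives set in advance were DESeq2 1.42.0 with its Wald test, edgeR with DESeq2's size factors, edgeR with upper-quartile normalization, no filter on low counts, a filter of at least 10 counts in every mouse, all 6 groups in one fit, no sex term, and each mouse left out in turn (204 fits). For the sets they were camera with an estimated correlation, fry, a GAGE-style test and the members outside the Cell cycle and DNA replication sets. The GAGE-style test compared the log2 ratios of a set with those of all genes in each treated mouse against the mean of the saline mice of its sex, and combined the mice. It takes the genes as independent replicates, and the mice as independent although they share the saline mean. Its FDR values can therefore be too low wherever they are given. A further 3 alternatives were chosen after the data were seen, and for the sets so were DESeq2's test and upper-quartile normalization. The 3 were offsets for each library's smooth trend on GC content and gene length, the fits without the 4 female libraries with over 20% mitochondrial counts, and limma's voom with sample quality weights. Where the offsets for GC content and length were used, TMM normalization was kept.

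To count how often splits of the same mice give a result as large, all 10 splits were made of 3 against 3 mice, and 60 drawn splits, within sex, of 6 against 6. The real split is included in these counts. Tested on simulated data with the dispersions of these comparisons and 200 genes changed by about 2 on the log2 scale, edgeR's test recovered 136 of the changed genes over both sexes and 198 in male mice. In female mice it recovered 0 of 199, and with the dispersions of the other 4 female comparisons it recovered 0 of 199 for 9527+oil and 0 of 200 for each of the others, so its counts of 0 there are weak evidence against changes of this size. The other genes it called numbered 8, 18 and 0. DESeq2 recovered 174, 199 and 39, with 73, 56 and 107 other genes called, and voom 137, 198 and 0, with 4, 16 and 0. In simulated libraries with a GC trend in 2 of them, the test recovered 0 of 200 without and 200 with the offsets. This simulation used a low fixed dispersion in place of that of the data. The female comparison of Corexit 9527 had a dispersion of 0.605, and of 0.444 with the offsets. In the data it gave 0 genes with the offsets, so the simulation does not show what the offsets recover there. A simulated set of 40 raised genes passed each of the 4 set tests, and of 20 unchanged sets 0 had a p under 0.05 with camera in either form, and 1 with fry and with the GAGE-style test. The simulated genes varied independently of one another, so this does not show how the tests behave with correlated genes. Among the 60 splits for Corexit 9527 over both sexes, a median of 5 sets and at most 15 passed with the preset correlation.

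Figures and shares of counts were made with Python 3.11.15, pandas 2.3.3, matplotlib 3.10.9 and scipy 1.17.1.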

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

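The following results came from a sample far from the other samples of its treatment, from a difference between the sexes or from data the paper did not analyse. The tests of the exposures and of GC content for the mitochondrial counts, of fat tissue in 1 sample, of 1 oil library for the cytokine genes of male mice, of saline mice 1 and 2 for those of female mice and of the fits without the 4 libraries were chosen only after the result was seen. Of 90 groups of samples examined for a single distant sample, 12 had one, where chance gives about 1 in 20 groups, or 4.5. They fall in 6 mice, and 4 of the 12 values are mitochondrial shares and 4 are ratios of genes by GC content.

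Counts on mitochondrial genes made up 45.09% of the counts of female saline mouse 3, against 5.27% to 7.39% in the other saline mice. The share was 22.56% in female oil mouse 6 (6.05% to 9.39% in the other oil mice), 38.38% in female Corexit 9527 mouse 11 (6.58% to 9.5%) and 20.67% in female 9500+oil mouse 14 (5.9% to 8.93%). In the same libraries, genes rich in GC were low against genes poor in GC, mitochondrial genes left out. This log2 ratio, relative to the median library, was -2.99 in saline mouse 3, -3.02 in Corexit 9527 mouse 11 and -2.21 in 9500+oil mouse 14, and lay far from the other mice of their treatments. It was -2.19 in oil mouse 6 and -0.22 in female Corexit 9500 mouse 7 (-0.04 to 0.05 in the other Corexit 9500 mice). The exposures as the cause are argued against by the 45.09% of a saline mouse. A loss of GC-rich transcripts in the preparation of these libraries is a candidate explanation, since the highest ratio among the 4 libraries was -2.194 while the other 32 libraries lay between -0.77 and 0.24. The paper states an RNA integrity number of at least 8 for all samples. The quality of the RNA was not tested here, and no biological explanation was tested. Every comparison of female mice with saline but those of Corexit 9500 and 9527+oil holds 2 of these 4 libraries, and those hold saline mouse 3.

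The library of male oil mouse 6 had 29685060 counts, against 17703655 to 21731835 in the other oil mice, and a neutrophil score of 1.43 (-0.05 to 0.38 in the others). The test's normalization takes library size into account. No technical explanation for the neutrophil score was tested. Among female mice, oil mouse 6 had a score of the cytokine receptor interaction set of -0.21 (0.18 to 0.31 in the other oil mice), and saline mouse 3 had a score of the p53 target genes of -0.90 (-0.04 to 0.47 in the other saline mice). Both are among the 4 libraries in which GC-rich genes were low, where the ratio was at most -2.194, so these scores may reflect the composition of the library. A score is a mean over genes and was not tested with the offsets for GC content and length.

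With oil, 7 sets had an interaction of sex and treatment at an FDR under 0.10, given here as the difference of the male from the female log2 fold change, as a median over the set. It was 0.49 for Chemokine signaling (FDR = 3.69e-11), 0.26 for cytokine receptor interaction (FDR = 5.05e-07), 0.28 for Phagosome (FDR = 1.52e-06), 0.24 for IL-17 signaling (FDR = 1.18e-05), 0.20 for TNF signaling (FDR = 0.000317), 0.21 for DNA replication (FDR = 0.0174) and 0.15 for Lysosome (FDR = 0.0799). For the inflammatory sets the medians lay above 0 in male and below 0 in female mice, with 0.26 and -0.15 for Chemokine signaling and 0.15 and -0.10 for cytokine receptor interaction. A trend on GC content as the whole cause is argued against by the FDR of 6.49e-05 for cytokine receptor interaction with the offsets, under which all 7 sets passed, as they did without the 4 libraries. With an estimated correlation between genes, 4 sets passed, and cytokine receptor interaction did not (FDR = 0.164). With fry, 0 sets passed. In the fits that each left out 1 mouse, 5 to 9 sets passed and the FDR of cytokine receptor interaction ran from 2.3e-08 to 0.000285, while its median fell to 0.11 without female saline mouse 2 and rose to 0.52 without female saline mouse 3. Of 60 splits of the mice within sex, 9 gave as many sets. For single genes, 0 had an interaction at an adjusted p under 0.05 with oil, and 254 had one at an unadjusted p under 0.05. A count of 0 is reached by 60 of 60 splits whatever they give (up to 11 genes), so the splits say nothing about it. At an adjusted p under 0.05, 14 genes had one with DESeq2's Wald test and, under alternatives chosen after the data were seen, 84 with limma voom and sample quality weights and 1 without the 4 libraries. Female and male mice are in separate tables, so a difference between the sexes and one between the tables cannot be told apart. A difference between the sexes stays open as an untested explanation.

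The lower cytokine genes of oil-treated female mice, one side of this difference, had an FDR of 0.131 with the offsets for GC content and length and of 0.00674 without the 4 libraries in which GC-rich genes were low. The set is lost in one correction and kept in the other, so a trend on GC content and an effect of the oil cannot be told apart for these genes. Saline mouse 3 is argued against as the cause, since without it the FDR was 0.0331. Saline mouse 2 is a candidate source, since without it the set no longer passed (FDR = 0.209, median -0.007), and it did not pass without oil mouse 6 either (FDR = 0.112, median 0.007). Leaving out 1 mouse gave FDRs from 0.00128 to 0.209, with a median of 0.03 without saline mouse 1. The higher cytokine genes of oil-treated male mice had an FDR of 7.01e-06 with the offsets and of 1.09e-05 without oil mouse 4, and leaving out 1 mouse gave 5.63e-07 to 0.000228. For the male mice, GC content and a single oil library are therefore argued against as the whole cause.

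With Corexit 9500 the interaction was -0.53 for Ribosome (FDR = 2.54e-05), -0.35 for Oxidative phosphorylation (FDR = 0.00748) and -0.27 for Notch signaling (FDR = 0.0378), with higher medians in female mice. Without the 4 libraries, of which saline mouse 3 is in this comparison, none passed (FDR = 0.692, 0.737 and 0.607), and with the offsets Ribosome alone passed (FDR = 9.03e-05). Saline mouse 3 is a candidate source of these differences. Leaving out 1 mouse gave from 0 sets, without female saline mouse 3, to 4, without female Corexit 9500 mouse 7, and 40 of 60 splits gave as many sets. With Corexit 9527 the interaction was 0.12 for Chemokine signaling (FDR = 0.0462), 0.095 for cytokine receptor interaction (FDR = 0.0506) and 0.18 for Ribosome (FDR = 0.0129). Ribosome alone passed with the offsets (FDR = 0.0212), and 38 of 60 splits gave as many sets. Without the 4 libraries, Ribosome (FDR = 3.07e-08) and cytokine receptor interaction (FDR = 0.0953) passed, and Chemokine signaling did not (FDR = 0.297). Leaving out 1 mouse gave from 0 sets, without female saline mouse 1, to 8 sets, without male Corexit 9527 mouse 12.

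With 9500+oil the interaction was 0.076 for Chemokine signaling (FDR = 0.000474), 0.059 for IL-17 signaling (FDR = 0.0024), 0.026 for cytokine receptor interaction (FDR = 0.0132), -0.15 for MAPK signaling (FDR = 0.0675) and 0.05 for Phagosome (FDR = 0.0896), of which 1 passed with the offsets and 4 without the 4 libraries. Counting every set tested, 13 had an interaction without the 4 libraries and 9 with limma voom and sample quality weights, against the 5 here. Leaving out 1 mouse gave from 0 sets, without female saline mouse 2, to 7, without female 9500+oil mouse 13, and 10 of 60 splits gave as many. With 9527+oil it was 0.29 for Chemokine signaling (FDR = 0.00253), -0.375 for Notch signaling (FDR = 0.00253), 0.13 for IL-17 signaling (FDR = 0.00274), -0.28 for Hippo signaling (FDR = 0.0417), 0.043 for cytokine receptor interaction (FDR = 0.0658), 0.09 for TNF signaling (FDR = 0.0658) and 0.039 for Phagosome (FDR = 0.0839). Of these, 3 passed with the offsets and 7 without the 4 libraries. Counting every set tested, 13 had an interaction without the 4 libraries and 15 with voom, against the 7 here. Leaving out 1 mouse gave from 1 set, without female saline mouse 2, to 13, without female saline mouse 3, and 1 of 60 splits, the real one, gave as many. With an estimated correlation between genes, 0 sets passed for any of the treatments but oil. The test uses each member's size against its error, so a set can pass with a median near 0. The single sets were not followed over the fits that left out 1 mouse. The confounding of sex with the tables holds here as for oil.

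The paper weighs the combinations against the single treatments through the comparison of each with saline. In a direct test of 9527+oil against Corexit 9527 over both sexes, 86 genes had an adjusted p under 0.05, 7 higher and 79 lower with 9527+oil, and 2178 an unadjusted p under 0.05. Of 60 splits of the mice within sex, 1, the real one, gave as many genes. A trend on GC content as the whole cause is argued against by 114 genes with the offsets for GC content and length, of which 64 are among the 86. The count depends on single libraries, with 0 genes without female 9527+oil mouse 16 and 1039 without female Corexit 9527 mouse 11, and the 1039 hold all 86. The proliferation markers, 30 genes of dividing cells, had a median log2 fold change of -1.36 in this comparison, with all 30 lower. It was -1.259 with the offsets and at most -1.291 in the 12 fits that each left out 1 mouse, so neither GC content nor 1 library is the whole cause. Of the sets, 12 passed an FDR of 0.10, a number that 15 of 60 splits gave, among them DNA replication (-0.64, FDR = 8.07e-12) and Cell cycle (-0.37, FDR = 8.13e-12). Less cell division in the lungs of mice that received oil with Corexit 9527 than in those that received Corexit 9527 is a hypothesis that may explain this, found and tested on the same data. The share of each cell type in the tissue was not measured.

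Adipoq, a gene of fat cells, had 66.7 CPM in the library of female oil mouse 6, against at most 7.07 CPM in every other library. Cfd had 73.9 CPM there (at most 26.5 elsewhere) and Ucp1 20.5 CPM (at most 1.27). Plin1, which fat cells also express strongly, had 0 counts in this and the other female oil libraries and at most 2.05 CPM in any library. The list of 12 fat genes, 10 of them tested and so expressed in these lungs, had a median log2 fold change of 2.54 with oil in female mice, all 10 higher, and 0.541 without oil mouse 6. Fat tissue taken with the lung of this mouse is a candidate explanation, while the absence of Plin1 speaks against it, and the loss of GC-rich genes in this library leaves it open. The list's median was -0.70 with oil in male mice, all 10 lower.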

How the results depend on the processing

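The counts of genes and sets, and the values of single genes and sets, were recomputed under each alternative. A count was taken as moved when it changed by more than 1.5 times. Under the alternatives set in advance, 305 of 441 recomputed counts stayed within that limit and 136 moved. Under the alternatives that were chosen after the data were seen, 140 of 218 stayed and 78 moved. For single genes and sets, 1177 of 1378 values kept their direction and their side of the threshold under the former alternatives, while 86 no longer passed, 107 newly passed and 8 reversed. Under the latter these numbers were 553 of 661, 14, 78 and 16. The direction of a set is that of its members against the other genes tested, so its median can cross 0 while the direction holds. With offsets for GC content and gene length this was so for Cell cycle (median -0.042), Homologous recombination, Fanconi anemia and p53 signaling in female mice treated with Corexit 9527, which still passed, and for Notch signaling in female mice treated with 9527+oil (median -0.21), which did not. The cause of a change was not tested where none is given. No paired analysis was possible because the treated and the saline mice carry different mouse numbers. The GAGE-style test has no form for an interaction and gave no value there. The alternatives in the normalization, filter and model were run for genes and sets. For the sets, DESeq2's test and upper-quartile normalization were among those chosen after the data were seen.

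The sets Cell cycle, DNA replication, Homologous recombination and Mismatch repair kept their direction and an FDR under 0.10 with Corexit 9527 over both sexes in every alternative and in every fit that left out 1 mouse, and so did Cell cycle with Corexit 9527 in female mice. Among the counts, the genes at an unadjusted p under 0.05 in male mice stayed within 1.5 times for each treatment under every alternative apart from leaving out mice. They lay between 1217 and 1639 for oil, 760 and 1086 for Corexit 9500, 2043 and 2583 for Corexit 9527, 1180 and 1527 for 9500+oil and 796 and 1165 for 9527+oil. The count at an adjusted p under 0.05 stayed at 0 under those alternatives for 9500+oil over both sexes (58 to 1132 genes at an unadjusted p under 0.05) and, in female mice, for oil (16 to 2908) and 9500+oil (21 to 231). The correlation across genes of the log2 fold changes of the dispersants was 0.432, and 0.389 over genes with at least 10 counts in every mouse, where genes are not independent replicates.

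With DESeq2's Wald test in place of edgeR's test, more genes passed. At an adjusted p under 0.05, the count over both sexes rose from 0 to 1 for oil, from 0 to 5 for Corexit 9500, from 5 to 127 for Corexit 9527 and from 0 to 3 for 9527+oil. In male mice it rose from 1 to 195 for oil, from 1 to 49 for Corexit 9500, from 17 to 594 for Corexit 9527, from 0 to 51 for 9500+oil and from 1 to 25 for 9527+oil, and in female mice from 0 to 2 for Corexit 9500, from 0 to 6 for Corexit 9527 and from 0 to 7 for 9527+oil. For 9500+oil over both sexes and for oil and 9500+oil in female mice it remained 0, with 197, 87 and 57 genes at an unadjusted p under 0.05. It rose from 0 to 5 for 9500+oil against Corexit 9500 and from 86 to 636 for 9527+oil against Corexit 9527. The genes with an interaction of sex and treatment rose from 0 to 14 for oil, from 0 to 6 for Corexit 9500, from 0 to 9 for Corexit 9527, from 0 to 2 for 9500+oil and from 0 to 13 for 9527+oil. At an unadjusted p under 0.05, DESeq2 raised the count over both sexes from 68 to 167 for oil, from 355 to 591 for Corexit 9500, from 439 to 711 for Corexit 9527, from 64 to 197 for 9500+oil and from 461 to 867 for 9527+oil, and that in female mice from 16 to 87 for oil, from 54 to 183 for Corexit 9500, from 40 to 114 for Corexit 9527, from 23 to 57 for 9500+oil and from 164 to 518 for 9527+oil. Of the 11 genes of Table 3, 6 passed over all genes tested instead of 0. The sets with an interaction went from 3 to 1 for Corexit 9527 and from 5 to 3 for 9500+oil. On simulated data DESeq2 also called more unchanged genes than edgeR did (73 against 8 over both sexes).

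With all 6 groups in one fit, the genes at an adjusted p under 0.05 went from 0 to 1 for Corexit 9500 and from 5 to 106 for Corexit 9527 over both sexes. In male mice they went from 1 to 0 for oil, from 1 to 0 for Corexit 9500, from 17 to 284 for Corexit 9527 and from 1 to 0 for 9527+oil. The male counts at an unadjusted p under 0.05 were then 1284 for oil, 760 for Corexit 9500 and 846 for 9527+oil. Between treatments the count went from 0 to 1 for 9500+oil against Corexit 9500 and from 86 to 159 for 9527+oil against Corexit 9527. The count at an unadjusted p under 0.05 went from 68 to 309 for oil, from 355 to 938 for Corexit 9500, from 439 to 958 for Corexit 9527, from 64 to 276 for 9500+oil and from 461 to 746 for 9527+oil over both sexes, and from 16 to 172 for oil, from 54 to 461 for Corexit 9500, from 40 to 269 for Corexit 9527, from 23 to 114 for 9500+oil and from 164 to 413 for 9527+oil in female mice. Sets went from 4 to 2 for 9500+oil in male mice and from 5 to 3 for 9500+oil in the interaction. Of the genes of Table 3, 5 passed over all genes tested instead of 0, and the genes of Table 6 with the listed direction and an unadjusted p under 0.05 went from 22 to 41.

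Other choices of normalization and model moved few counts. With DESeq2's size factors or upper-quartile normalization in edgeR, 2 and 2 genes passed an adjusted p of 0.05 with Corexit 9527 over both sexes instead of 5, and without a sex term 3. With upper-quartile normalization the sets with an interaction went from 5 to 3 for 9500+oil. The normalization shifted the share of upregulated genes among those at an unadjusted p under 0.05 for some treatments. For oil over both sexes it was 63.2%, and 51.6% with DESeq2's size factors. For 9500+oil it was 48.4%, and 34.5% with upper-quartile normalization. For the interaction with 9500+oil it was 53.8%, and 73.8% and 74.7% under the same choices in that order. Without the filter on low counts, the genes at an adjusted p under 0.05 went from 5 to 2 for Corexit 9527 over both sexes and from 1 to 2 for oil and from 17 to 70 for Corexit 9527 in male mice. Those at an unadjusted p under 0.05 went from 68 to 171 for oil and from 64 to 183 for 9500+oil over both sexes and from 16 to 79 for oil, from 54 to 110 for Corexit 9500, from 40 to 85 for Corexit 9527, from 23 to 90 for 9500+oil and from 164 to 251 for 9527+oil in female mice. The sets past an FDR of 0.10 went from 1 to 4 for 9527+oil in female mice, and from 3 to 1 for Corexit 9527 and from 5 to 3 for 9500+oil in the interaction. With at least 10 counts in every mouse, which tests fewer genes, the genes at an adjusted p under 0.05 in male mice went from 1 to 2 for oil, from 17 to 89 for Corexit 9527 and from 1 to 0 for 9527+oil, the last with 803 genes at an unadjusted p under 0.05. At an unadjusted p the count went from 16 to 40 for oil, from 54 to 106 for Corexit 9500 and from 164 to 279 for 9527+oil in female mice. Sets in female mice went from 5 to 2 for oil, from 3 to 0 for 9500+oil and from 1 to 2 for 9527+oil. The genes of Table 3 that passed adjusted over the list alone went from 9 to 4. Ribosome with 9527+oil in female mice, at a median of 0.039 with a test statistic below 0, reversed to a positive statistic at a median of 0.025. The medians of all genes were 0.09 and -0.04 in this comparison.

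The set test decided many calls. With an estimated correlation, the sets past an FDR of 0.10 went from 7 to 0 for oil, from 8 to 0 for Corexit 9500, from 12 to 5 for Corexit 9527 and from 2 to 0 for 9527+oil over both sexes, from 12 to 0 for oil, from 9 to 0 for Corexit 9500, from 15 to 0 for Corexit 9527, from 4 to 0 for 9500+oil and from 5 to 0 for 9527+oil in male mice and from 5 to 0 for oil, from 6 to 0 for Corexit 9500, from 8 to 4 for Corexit 9527, from 3 to 0 for 9500+oil and from 1 to 0 for 9527+oil in female mice. Those with an interaction went from 7 to 4 for oil, from 3 to 0 for Corexit 9500, from 3 to 0 for Corexit 9527, from 5 to 0 for 9500+oil and from 7 to 0 for 9527+oil, and those between treatments from 10 to 0 for 9500+oil against Corexit 9500 and from 12 to 2 for 9527+oil against Corexit 9527. Under fry the numbers were 0 for oil, 1 for Corexit 9500, 5 for Corexit 9527 and 0 for 9527+oil over both sexes, 0 for Corexit 9500, 2 for Corexit 9527, 0 for 9500+oil and 1 for 9527+oil in male mice and 0 for oil, 0 for Corexit 9500, 1 for Corexit 9527, 0 for 9500+oil and 0 for 9527+oil in female mice, 0 for oil, 0 for Corexit 9500, 0 for Corexit 9527, 0 for 9500+oil and 0 for 9527+oil in the interaction and 0 for 9500+oil against Corexit 9500. The single sets that are given at a claim kept their direction under both tests, except that the statistic reversed for Ribosome in female mice treated with 9527+oil (median 0.039) under both tests, and under fry for Cytokine receptor interaction in the same mice (median 0.07) and for DNA replication in the interaction with Corexit 9527 (median 0.053). The GAGE-style test raised the number of sets from 7 to 17 for oil, from 8 to 16 for Corexit 9500, from 0 to 14 for 9500+oil and from 2 to 16 for 9527+oil over both sexes, from 9 to 17 for Corexit 9500, from 4 to 13 for 9500+oil and from 5 to 9 for 9527+oil in male mice from 5 to 13 for oil, from 8 to 16 for Corexit 9527, from 3 to 13 for 9500+oil and from 1 to 10 for 9527+oil in female mice and from 10 to 18 for 9500+oil against Corexit 9500. Under it MAPK signaling and Ribosome in female mice treated with 9527+oil reversed, with medians of 0.18 and 0.49. With members of Cell cycle and DNA replication left out of the other sets, which makes them smaller, the sets past an FDR of 0.10 went from 8 to 4 for Corexit 9500 over both sexes, from 9 to 5 for Corexit 9500 in male mice from 8 to 3 for Corexit 9527 and from 3 to 6 for 9500+oil in female mice and from 10 to 6 for 9500+oil against Corexit 9500 and from 12 to 7 for 9527+oil against Corexit 9527, and the statistic of p53 signaling with Corexit 9500 reversed at a median of 0.022.

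Of the alternatives that were chosen after the data were seen, the offsets for GC content and gene length moved the median log2 fold change of all genes by over 0.1 in most fits with female mice, as from -0.007 to -0.171 for oil in female mice, from 0.011 to -0.101 for Corexit 9527 over both sexes and from -0.028 to 0.189 for the interaction with oil, so changes under them are relative to these shifts. With the offsets, the genes at an adjusted p under 0.05 went from 5 to 3 for Corexit 9527 over both sexes and from 17 to 52 for Corexit 9527 in male mice, where the 52 genes held all 17. At an unadjusted p under 0.05 the count went from 64 to 162 for 9500+oil over both sexes and from 16 to 45 for oil, from 54 to 129 for Corexit 9500, from 40 to 75 for Corexit 9527 and from 23 to 40 for 9500+oil in female mice. The share of upregulated genes among these went from 63.2% to 27.5% for oil, from 79% to 46.4% for Corexit 9527, from 48.4% to 26.5% for 9500+oil and from 35.6% to 25.2% for 9527+oil over both sexes. In female mice it went from 43.8% to 24.4% for oil, from 42.6% to 26.4% for Corexit 9500 and from 92.5% to 54.7% for Corexit 9527. In the interaction it went from 65% to 86.9% for oil, from 67.9% to 79.7% for Corexit 9500, from 44.4% to 67.5% for Corexit 9527 and from 53.8% to 76.7% for 9500+oil. Sets past an FDR of 0.10 went from 0 to 1 for 9500+oil and from 2 to 1 for 9527+oil over both sexes, from 5 to 3 for oil and from 1 to 0 for 9527+oil in female mice and from 3 to 1 for Corexit 9500, from 3 to 1 for Corexit 9527, from 5 to 1 for 9500+oil and from 7 to 3 for 9527+oil in the interaction. Of the genes of Table 3, 1 passed over all genes tested instead of 0. In female mice treated with 9527+oil, where the median of all genes moved from 0.091 to -0.158, Hippo signaling reversed from 0.25 to -0.29, MAPK signaling from 0.16 to -0.25 and Wnt signaling from 0.22 to -0.18, and so did the log2 fold changes of Dusp7 from 0.50 to -1.58, Map3k6 from 0.97 to -0.95, Nfatc1 from 0.79 to -0.016, Nkd2 from 0.59 to -0.45, Notch1 from 1.04 to -0.28, Smad7 from 0.64 to -0.78 and Tle3 from 0.66 to -0.77. Myc with Corexit 9500 over both sexes went from 0.55 to -0.094, Neu1 in the same comparison from 0.34 to -0.23, and Fen1 with Corexit 9527 in female mice from 0.35 to -0.13.

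Without the 4 female libraries with over 20% mitochondrial counts, which leaves fewer mice, the genes at an adjusted p under 0.05 went from 5 to 331 for Corexit 9527 over both sexes, from 0 to 2 for 9527+oil in female mice and from 86 to 1039 for 9527+oil against Corexit 9527. All 86 genes of the last comparison were among the 1039. Genes with an interaction went from 0 to 1 for oil and from 0 to 1 for 9527+oil. The count at an unadjusted p under 0.05 went from 68 to 393 for oil, from 355 to 880 for Corexit 9500, from 439 to 2416 for Corexit 9527, from 64 to 1109 for 9500+oil and from 461 to 1656 for 9527+oil over both sexes, and from 16 to 144 for oil, from 54 to 248 for Corexit 9500, from 40 to 762 for Corexit 9527, from 23 to 185 for 9500+oil and from 164 to 1865 for 9527+oil in female mice. Sets went from 0 to 3 for 9500+oil and from 2 to 6 for 9527+oil over both sexes, from 5 to 3 for oil, from 3 to 12 for 9500+oil and from 1 to 8 for 9527+oil in female mice, from 3 to 0 for Corexit 9500, from 5 to 13 for 9500+oil and from 7 to 13 for 9527+oil in the interaction and from 10 to 16 for 9500+oil against Corexit 9500. Of the genes of Table 3, 7 passed over all genes tested, and the genes of Table 6 with the listed direction and an unadjusted p under 0.05 went from 22 to 34 in all and from 18 to 28 for Corexit 9527. Snai2 in female mice treated with 9527+oil reversed from -2.74 to 0.11. The median common dispersion of the female comparisons fell to 0.056 from 0.463.

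With voom and sample quality weights, the genes at an adjusted p under 0.05 went from 5 to 797 for Corexit 9527 over both sexes, from 1 to 4 for oil, from 1 to 0 for Corexit 9500, from 17 to 111 for Corexit 9527 and from 1 to 0 for 9527+oil in male mice and from 0 to 6 for 9527+oil in female mice, with 1086 and 1165 genes at an unadjusted p under 0.05 where the male count was 0. They went from 86 to 1559 for 9527+oil against Corexit 9527, and the genes with an interaction from 0 to 84 for oil and from 0 to 3 for 9527+oil. Voom moved the count at an unadjusted p under 0.05 from 68 to 642 for oil, from 355 to 1766 for Corexit 9500, from 439 to 3088 for Corexit 9527, from 64 to 1132 for 9500+oil and from 461 to 1737 for 9527+oil over both sexes and from 16 to 2908 for oil, from 54 to 1489 for Corexit 9500, from 40 to 1687 for Corexit 9527, from 23 to 231 for 9500+oil and from 164 to 1618 for 9527+oil in female mice. Sets went from 0 to 1 for 9500+oil and from 2 to 6 for 9527+oil over both sexes, from 4 to 2 for 9500+oil in male mice, from 5 to 2 for oil, from 8 to 15 for Corexit 9527, from 3 to 12 for 9500+oil and from 1 to 8 for 9527+oil in female mice and from 3 to 5 for Corexit 9500, from 5 to 9 for 9500+oil and from 7 to 15 for 9527+oil in the interaction. Of the genes of Table 3, 10 passed over all genes tested, and the counts for Table 6 were 37 in all and 28 for Corexit 9527. Cxcl5 with oil in female mice reversed from -3.56 to 0.81, and Snai2 with 9527+oil in female mice from -2.74 to 0.089.

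Each mouse was left out in turn in 204 fits, with 12 fits per comparison over both sexes and 6 per comparison within a sex. The count at an adjusted p under 0.05 ran for Corexit 9527 over both sexes from 0 (without female saline mouse 1) to 9 (without female saline mouse 3) and for 9527+oil against Corexit 9527 from 0 (without female 9527+oil mouse 16) to 1039 (without female Corexit 9527 mouse 11). In male mice it ran for oil from 0 (without male saline mouse 1) to 9 (without male oil mouse 5), for Corexit 9500 from 0 (without male saline mouse 1) to 6 (without male Corexit 9500 mouse 9), for Corexit 9527 from 0 (without male saline mouse 2) to 211 (without male Corexit 9527 mouse 12), for 9500+oil from 0 (without male saline mouse 1) to 3 (without male 9500+oil mouse 13) and for 9527+oil from 0 (without male saline mouse 3) to 54 (without male 9527+oil mouse 16). In female mice it ran for 9527+oil from 0 (without female saline mouse 1) to 2 (without female saline mouse 3). The genes with an interaction ran for Corexit 9500 from 0 (without female saline mouse 1) to 3 (without female saline mouse 2), for Corexit 9527 from 0 (without female saline mouse 1) to 1 (without female Corexit 9527 mouse 10) and for 9527+oil from 0 (without female saline mouse 1) to 1 (without female saline mouse 3). Of the genes of Table 3, the number past an adjusted p of 0.05 over all genes tested ran from 0 (without female saline mouse 1) to 1 (without female saline mouse 3). Where other counts of 0 stood over all mice, no fit that left out a mouse gave a gene. In the fits that left out 1 mouse, at least 294 genes had an unadjusted p under 0.05 for Corexit 9527 over both sexes. In male mice the lowest such number was 726 for oil, 467 for Corexit 9500, 1450 for Corexit 9527, 701 for 9500+oil and 556 for 9527+oil. Over all mice it was 2178 for 9527+oil against Corexit 9527, and 76 higher and 36 lower genes had such a p in the interaction with Corexit 9500, 54 in all in that with Corexit 9527 and 368 in that with 9527+oil.

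The count at an unadjusted p under 0.05 ran, over both sexes, for oil from 42 (without male saline mouse 2) to 289 (without female saline mouse 3), for Corexit 9500 from 177 (without female Corexit 9500 mouse 9) to 880 (without female saline mouse 3), for Corexit 9527 from 294 (without male Corexit 9527 mouse 11) to 974 (without female saline mouse 3), for 9500+oil from 48 (without female 9500+oil mouse 15) to 285 (without female saline mouse 3) and for 9527+oil from 204 (without female 9527+oil mouse 17) to 1656 (without female saline mouse 3). In male mice this count ran for oil from 726 (without male oil mouse 6) to 2145 (without male oil mouse 5), for Corexit 9500 from 467 (without male Corexit 9500 mouse 8) to 1538 (without male Corexit 9500 mouse 9) and for 9500+oil from 701 (without male 9500+oil mouse 14) to 1925 (without male 9500+oil mouse 13). In female mice this count ran for oil from 3 (without female oil mouse 6) to 79 (without female saline mouse 3), for Corexit 9500 from 20 (without female Corexit 9500 mouse 9) to 279 (without female saline mouse 1), for Corexit 9527 from 21 (without female saline mouse 1) to 158 (without female saline mouse 3), for 9500+oil from 8 (without female 9500+oil mouse 15) to 53 (without female saline mouse 3) and for 9527+oil from 30 (without female 9527+oil mouse 17) to 1865 (without female saline mouse 3). The number of sets ran, over both sexes, for oil from 1 (without male saline mouse 2) to 9 (without female oil mouse 6), for 9500+oil from 0 (without female saline mouse 2) to 4 (without female saline mouse 3), for 9527+oil from 2 (without male saline mouse 1) to 6 (without female saline mouse 3) and for 9500+oil against Corexit 9500 from 7 (without female Corexit 9500 mouse 7) to 16 (without female 9500+oil mouse 14). Within male mice it ran for Corexit 9500 from 4 (without male saline mouse 2) to 13 (without male saline mouse 1), for Corexit 9527 from 9 (without male Corexit 9527 mouse 11) to 17 (without male Corexit 9527 mouse 10), for 9500+oil from 0 (without male 9500+oil mouse 13) to 8 (without male saline mouse 1) and for 9527+oil from 2 (without male 9527+oil mouse 18) to 7 (without male saline mouse 1), and within female mice for oil from 1 (without female saline mouse 2) to 7 (without female oil mouse 4), for Corexit 9500 from 3 (without female Corexit 9500 mouse 7) to 6 (without female Corexit 9500 mouse 8), for 9500+oil from 0 (without female saline mouse 2) to 8 (without female 9500+oil mouse 13) and for 9527+oil from 1 (without female saline mouse 2) to 8 (without female saline mouse 3). For the interaction it ran for Corexit 9500 from 0 (without female saline mouse 3) to 4 (without female Corexit 9500 mouse 7), for Corexit 9527 from 0 (without female saline mouse 1) to 8 (without male Corexit 9527 mouse 12), for 9500+oil from 0 (without female saline mouse 2) to 7 (without female 9500+oil mouse 13) and for 9527+oil from 1 (without female saline mouse 2) to 13 (without female saline mouse 3). The r of the dispersants ran from 0.446 (without male saline mouse 1) to 0.611 (without female saline mouse 2), above its value over all mice in each fit.

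Some values reversed when 1 mouse was left out. Ribosome with 9527+oil in female mice ran from -0.35 (without female saline mouse 3) to 0.42 (without female saline mouse 1). In the interaction with Corexit 9527, Cell cycle ran from -0.031 (without female saline mouse 1) to 0.11 (without female saline mouse 3) and DNA replication from -0.11 (without female Corexit 9527 mouse 11) to 0.18 (without male Corexit 9527 mouse 12). Fen1 with Corexit 9527 in female mice ran from -0.52 (without female Corexit 9527 mouse 10) to 0.87 (without female Corexit 9527 mouse 11), and Snai2 with 9527+oil in female mice from -3.26 (without female saline mouse 2) to 0.11 (without female saline mouse 3).

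The spread between mice was larger in female than in male mice. Whether the spread or the depth limited the results more was not tested. Every library had at least 17501180 counts, while the female comparisons had a median root dispersion of 0.68, against 0.178 in male mice. On simulated data with the dispersions of the female mice treated with Corexit 9527 and saline, edgeR's test recovered 0 of 199 genes changed by about 2 on the log2 scale. With those of the other 4 female comparisons it recovered 0 of 199 for 9527+oil and 0 of 200 for each of the others, so counts of 0 in female mice do not limit changes of that size.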

Differences from the paper's values

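The paper's Supplementary Table S2 counts the genes at a p under 0.05 in each comparison with saline. Here the counts are from edgeR's quasi-likelihood test at an unadjusted p under 0.05, and a value differs when it is more than 1.5 times the paper's or less by that factor. The paper's methods name DESeq2, which was among the alternatives set before the data were examined. The offsets for GC content and length, the fits without the 4 female libraries with over 20% mitochondrial counts, and voom were chosen after seeing the values, wherever they are named here. In male mice, the counts for oil, Corexit 9500, Corexit 9527 and 9500+oil do not differ from the paper's.

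Over both sexes, for oil the paper's values are 213 upregulated, 340 downregulated and 553 genes in all, and the values here 43, 25 and 68. The upregulated count came within 1.5 times of the paper's with all 6 groups in one fit, at 168, and without the 4 libraries, at 250. The downregulated count did so with voom, at 235, and the total without the 4 libraries, at 393, and with voom, at 642. For Corexit 9500, the paper's values are 588 upregulated, 946 downregulated and 1534 genes in all, and the values here 200, 155 and 355. The upregulated count was 450 with all 6 groups in one fit and 573 without the 4 libraries, and with voom the downregulated count was 827 and the total 1766. For Corexit 9527, the paper's values are 707 upregulated, 519 downregulated and 1226 genes in all, and the values here 347, 92 and 439. With all 6 groups in one fit, the upregulated count was 640 and the total 958. The downregulated count was 346 with the offsets for GC content and length, and without female saline mouse 3 the total was 974. For 9500+oil, the paper's values are 164 upregulated, 381 downregulated and 545 genes in all, and the values here 31, 33 and 64. The upregulated count was 114 with all 6 groups in one fit, the downregulated count 461 without the 4 libraries, and no alternative brought the total within 1.5 times. For 9527+oil, the paper's values are 277 upregulated, 958 downregulated and 1235 genes in all, and the values here 164, 297 and 461. The upregulated count was 343 with DESeq2, 207 without the filter on low counts and 210 with all 6 groups in one fit. The downregulated count was 775 without the 4 libraries and 828 with voom. The total was 867 with DESeq2, 1656 without the 4 libraries, 1737 with voom, 842 without female saline mouse 1 and 1656 without female saline mouse 3. The other alternatives, before or after seeing the values, did not reach these counts of the paper.

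In male mice treated with 9527+oil, the paper's value is 461 downregulated genes and the value here 299. The count came within 1.5 times of the paper's with upper-quartile normalization (359), without the filter on low counts (371), with all 6 groups in one fit (353), with the offsets for GC content and length (390) and with voom (460), and not with the other alternatives.

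In female mice treated with oil, the paper's values are 158 upregulated, 300 downregulated and 458 genes in all, and the values here 7, 9 and 16, and no alternative brought any of them within 1.5 times. For Corexit 9500, the paper's values are 316 upregulated, 832 downregulated and 1148 genes in all, and the values here 23, 31 and 54. With voom the downregulated count was 730 and the total 1489, and no alternative reached the upregulated count. For Corexit 9527, the paper's values are 320 upregulated, 230 downregulated and 550 genes in all, and the values here 37, 3 and 40. Without the 4 libraries these were 454, 308 and 762, and no other alternative reached the paper's counts. For 9500+oil, the paper's values are 88 upregulated, 246 downregulated and 334 genes in all, and the values here 2, 21 and 23. The upregulated count was 67 without the 4 libraries and 96 with voom, and the total 231 with voom, while no alternative reached the downregulated count. For 9527+oil, the paper's values are 88 upregulated, 880 downregulated and 968 genes in all, and the values here 36, 128 and 164. The upregulated count was 128 with DESeq2 and 76 without the filter on low counts, the downregulated count 903 without the 4 libraries and 875 with voom, and no alternative brought the total within 1.5 times.

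Table 6 lists genes changed both in mouse lungs and in human airway cells, and the values here count those with the listed direction and an unadjusted p under 0.05 in the mouse comparison over both sexes. For Corexit 9527, the paper's value is 29 upregulated genes and the value here 18, which was 22 with all 6 groups in one fit, 25 without the 4 libraries, 26 with voom and 25 without female saline mouse 3. The paper's value is 10 downregulated genes and the value here 0, with all 7 tested genes in the listed direction, and no alternative reached the paper's value. For Corexit 9500, the paper's values are 7 upregulated and 10 downregulated genes and the values here 1 and 0, with no alternative within 1.5 times. For oil, the paper's values are 1 and 1 and the values here 0 and 0, and with all 6 groups in one fit the downregulated count was 1. For 9500+oil, the paper's values are 3 and 3 and the values here 0 and 0, with no alternative within 1.5 times. For 9527+oil, the paper's values are 3 upregulated and 6 downregulated genes and the values here 1 and 2. The former was 2 with DESeq2, 2 with at least 10 counts in every mouse and 3 with all 6 groups in one fit, and the latter 4 with voom.

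Of the 11 genes of Table 3, 4 had a fold change in the counts that differs from the fold change by real-time PCR, which is a different assay on the same treatment. For Rad51ap1, the paper's value is 2.35 and the value here 3.99, and with the offsets for GC content and length, chosen after seeing the values, it was 3.44. For Dtl, the paper's value is 2.54 and the value here 5.10, and for Ticrr the paper's value is 1.91 and the value here 4.03, with no alternative within 1.5 times or the spread between mice. For Chaf1b, the paper's value is 1.82 and the value here 2.74. It was 2.69 with DESeq2, 2.70 with DESeq2's size factors in edgeR, 2.71 with upper-quartile normalization, 2.73 without the filter on low counts, 2.72 with all 6 groups in one fit, and, in alternatives chosen after seeing the values, 2.51 without the 4 libraries and 2.40 with voom.

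Some statements of the paper on pathways differ from the sets tested here. The paper lists p53 signaling among the pathways upregulated by Corexit 9500 over both sexes, and its FDR here was 0.137. It passed an FDR of 0.10 with the GAGE-style test (0.000243), without female saline mouse 3 (0.00224), without Corexit 9500 mouse 8 of the female mice (0.035), and, in alternatives chosen after seeing the values, with the offsets for GC content and length (0.0203), without the 4 libraries (0.00224) and with voom (0.00925). The paper lists Oxidative phosphorylation as downregulated by 9527+oil over both sexes, and its FDR here was 0.132. It did not pass in 7 of the 12 fits that each left out 1 mouse, and its median was 0.074 without female saline mouse 1. It passed with the GAGE-style test (0.0839), without female saline mouse 3 (1.26e-10), without female 9527+oil mouse 16 (0.0594) or 18 (0.0477), without male saline mouse 3 (0.0969) or male 9527+oil mouse 17 (0.0333), and, in alternatives chosen after seeing the values, with the offsets (0.0924), without the 4 libraries (1.26e-10) and with voom (4.09e-07).

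For female mice treated with 9527+oil, the paper lists Hippo, MAPK and Wnt signaling as upregulated and Oxidative phosphorylation, Ribosome and cytokine receptor interaction as downregulated, and none of these 6 sets passed an FDR of 0.10 here. Hippo signaling (FDR = 0.134) passed without the filter on low counts (0.0851), with at least 10 counts in every mouse (0.0471), without saline mouse 3 (8.59e-06) and without 9527+oil mouse 16 (0.0762) or 18 (0.0641). MAPK signaling (0.224) passed without saline mouse 3 (0.0127). Wnt signaling (0.198) passed with the GAGE-style test (0.0443), without saline mouse 3 (0.000572) and without 9527+oil mouse 18 (0.0851). Oxidative phosphorylation (0.198) passed without saline mouse 3 (1.03e-18) and without 9527+oil mouse 18 (0.0641), while its median was 0.25 without saline mouse 1. Ribosome (0.741) passed as downregulated without saline mouse 3 (1.13e-22) and as upregulated with the GAGE-style test (0.000764). Leaving out the 4 libraries with over 20% mitochondrial counts removes saline mouse 3 alone from this comparison and gave the same values, and voom gave 4.3e-05 for Hippo, 0.0169 for MAPK and 0.000934 for Wnt signaling and 2e-16 for both Oxidative phosphorylation and Ribosome. These last settings were chosen after seeing the values. Cytokine receptor interaction had a median log2 fold change of 0.07 and an FDR of 0.463, and no setting passed it as downregulated.

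The paper names cytokine receptor interaction as the exception in female mice treated with oil. Here IL-17 signaling (median log2 fold change -0.12, FDR = 0.00724), Chemokine signaling (-0.15, FDR = 0.00831) and TNF signaling (-0.12, FDR = 0.00831) were also lower. Without the 4 libraries Chemokine signaling passed (0.00674), and IL-17 (0.249) and TNF signaling (0.19) did not. With the offsets Chemokine and TNF signaling passed (0.0423 for both) and IL-17 signaling did not (0.12). With voom none of these sets passed (0.332 to 0.485). The paper names both dispersants and 9527+oil as the treatments that changed pathways over both sexes, while with oil 7 sets passed here, with Lysosome (0.10, FDR = 0.000946), Homologous recombination (0.15, FDR = 0.0102), DNA replication (0.15, FDR = 0.0102) and Cell cycle (0.07, FDR = 0.0102) among them. With 9527+oil over both sexes, the paper lists downregulated pathways alone, while Notch signaling was upregulated here (0.21, FDR = 0.0102). Its median was 0.412 in female and -0.01 in male mice. With the offsets 1 set passed over both sexes, which was Oxidative phosphorylation (FDR = 0.0924), so Notch signaling did not pass there. In female mice treated with Corexit 9527, p53 signaling (0.17, FDR = 0.0079) and Lysosome (0.14, FDR = 0.0195) passed here and are not among the pathways the paper lists for them.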

Other observations

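The tests of library size, thymus tissue, red cell precursors and the p53 response, of 1 saline library for the type 2 genes, of saline mice 1 and 2 for Notch signaling, of the 4 libraries by treatment and of 11 of the set counts against other splits were chosen only after the result was seen. Gene lists were tested with camera, and a list's value is the median log2 fold change of its tested members.

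With all mice, more genes passed in male than in female mice. In male mice 1, 1, 17, 0 and 1 genes had an adjusted p under 0.05 with oil, Corexit 9500, Corexit 9527 and then 9500+oil and 9527+oil, and in female mice 0 for each, with 16, 54, 40, 23 and 164 at an unadjusted p under 0.05. The dispersion of the counts between mice, as a median over the 5 comparisons, was 0.463 in female and 0.0318 in male mice. It was 0.346 in female mice with the offsets for GC content and length, which argues against this trend as the whole cause, and 0.056 without the 4 libraries with over 20% mitochondrial counts. By treatment, the female dispersion without them was 0.748 times the male one for 9527+oil, so there the 4 libraries are a candidate explanation for the whole difference. It was 5.43 times the male one for Corexit 9500, which argues against them as the whole cause there. Female Corexit 9500 mouse 7, not among the 4, had 3505 genes without a count, against 1247 and 1465 in mice 8 and 9. The dispersion without mouse 7 was not taken. For oil, Corexit 9527 and 9500+oil the female dispersion without the 4 libraries was 1.85, 1.61 and 1.52 times the male one (14.6, 17.3 and 17.2 with all mice). With so few mice these ratios have no measured spread, so the 4 libraries as the whole cause and as most of it cannot be told apart for these 3 treatments. Library size is argued against, since the median total of the female libraries was 1.05 times that of the male libraries. Without the 4 libraries, and so with fewer female mice, the female counts at an unadjusted p under 0.05 were below the male ones for oil (144 against 1224), Corexit 9500 (248 against 960), Corexit 9527 (762 against 2050) and 9500+oil (185 against 1373). For 9527+oil the female count of 1865 was above the male one of 829. The paper concludes that effects were stronger in male mice, and whether the exposures act more strongly in one sex was tested here by the interaction alone, for which 0 genes passed with any treatment (254 had an unadjusted p under 0.05 with oil, 54 with Corexit 9527, 78 with 9500+oil and 368 with 9527+oil, and 76 higher and 36 lower genes with Corexit 9500). The interaction fits give each gene the same dispersion in both sexes, and their power was not simulated, so the count of 0 does not limit such a difference. With DESeq2's Wald test 14, 6, 9, 2 and 13 genes passed with oil, Corexit 9500, Corexit 9527 and then 9500+oil and 9527+oil. Of the alternatives chosen after the data were seen, limma voom with sample quality weights gave 84 with oil and 3 with 9527+oil, and the fits without the 4 libraries gave 1 with each of these 2. Leaving out 1 mouse gave 3 with Corexit 9500 without female saline mouse 2, 1 with Corexit 9527 without female Corexit 9527 mouse 10, and 1 with 9527+oil without female saline mouse 3.

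Splits of the same mice, with the real one included in each count, show how often a count as large arises. The counts themselves depend on single mice. Over both sexes, Corexit 9527 had 5 genes at an adjusted p under 0.05, and 0 without female saline mouse 1 (at least 294 had an unadjusted p under 0.05) or 9 without female saline mouse 3. In male mice its count of 17 became 0 without saline mouse 2 and 211 without Corexit 9527 mouse 12. At an adjusted p under 0.05 and over both sexes, 1 of 60 splits, the real one, gave as many genes as Corexit 9527. A count of 0 is reached by 60 of 60 splits, or 10 of 10 within a sex, whatever they give, so the splits say nothing about it. This holds over both sexes for oil, Corexit 9500, 9500+oil and 9527+oil (68, 355, 64 and 461 genes at an unadjusted p under 0.05), for 9500+oil against Corexit 9500 (299 such genes), for the genes with an interaction under each treatment, for 9500+oil in male mice and for each treatment in female mice. At an unadjusted p under 0.05 and over both sexes, 50 of 60 splits gave as many genes for oil, 10 for Corexit 9500, 21 for Corexit 9527, 46 for 9500+oil and 5 for 9527+oil. In male mice, 2 of 10 splits gave as many genes at an adjusted p for oil, 2 for Corexit 9500, 1 for Corexit 9527 and 2 for 9527+oil. By unadjusted p, it was 3 for oil in male and 9 in female mice, 2 and 7 for Corexit 9500, 1 and 5 for Corexit 9527, 2 and 7 for 9500+oil, and 3 and 1 for 9527+oil. Of the gene sets over both sexes, 9 of 60 splits gave as many past the threshold as Corexit 9527, 12 as Corexit 9500, 8 as oil and 38 as 9527+oil, while 9500+oil had 0. For 9500+oil against Corexit 9500, 16 did. Within a sex, 3 of 10 splits did so for Corexit 9527 in male and 2 in female mice, 1 for oil in male and 2 in female mice, 6 for Corexit 9500 in male and 2 in female mice, 5 for 9500+oil in male and 7 in female mice, and 3 for 9527+oil in male and 9 in female mice. With 10 splits the share cannot fall under 0.1, so these results and a chance arrangement of the mice cannot be told apart there.

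The proliferation markers had a median of 1.30 with Corexit 9527 over both sexes, with all 30 genes higher, and of 1.43 in male and 1.12 in female mice. It was 1.177 with the offsets for GC content and length, so GC content is argued against as the whole cause. The median total of the Corexit 9527 libraries was 1.02 times that of the saline libraries in male mice, where depth is argued against. In female mice it was 1.30 times. The slope of the marker score on depth within the groups of the 18 female libraries would give a rise of 0.39 at that ratio by its upper 95% limit, against the 1.12 seen, so depth is argued against as the whole cause there too. Thymus tissue is argued against by Arpp21, Dntt, Ptcra and Rag1, thymocyte genes too low in these lungs to be tested. Their CPM summed to at most 0.448 in any Corexit 9527 library, while Top2a rose by 37.8 CPM in female and by 34.5 CPM in male mice. The 6 thymocyte genes tested, of 11 listed, had a median of -0.09 and decide nothing. Red cell precursors are argued against by the erythroid genes, with a median of -0.686 and 0 of 10 higher. The p53 target genes, with a median of 0.11 over 29 genes of which 18 were higher, had a camera p of 0.583. Members going both ways decide nothing, so a p53 response and its absence cannot be told apart by this list. Of the 4 repair sets, 3 passed as higher without the members shared with the Cell cycle and DNA replication sets and 4 with the offsets. More cell division in the lungs of these mice, of resident or of recruited cells, may explain the markers as a hypothesis, found and tested on the same data. Whether repair genes rose beyond what more dividing cells bring was not measured.

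The other lists with Corexit 9527 over both sexes had these medians. They were 1.09 for eosinophil and type 2 genes (9 of 9 higher), 0.51 for recruited monocytes or macrophages (13 of 16 higher), 0.27 for alveolar macrophages, 0.22 for AT2 cells, 0.14 for Nrf2 targets, 0.09 for the circadian clock and 0.03 for the interferon response. Below 0 were B and plasma cells (-0.006), Ahr targets (-0.09), AT1 cells (-0.10), T and NK cells (-0.11), ciliated cells (-0.13), smooth muscle (-0.20), lymphatic endothelium (-0.21), club and goblet cells (-0.25), endothelium (-0.29), neutrophils (-0.32), immediate early genes (-0.39), mesothelium (-0.42), heart muscle (-0.43, 14 of 14 lower), skeletal muscle (-0.57) and fat (-0.61, 10 of 10 lower).

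With oil in female mice, the eosinophil and type 2 genes had a median of -0.76, with 9 of 9 lower. It was -0.219 without saline mouse 3, so saline mouse 3 is a candidate explanation for most of it. It was -0.862 with the offsets, which argues against GC content as the whole cause. In oil-treated male mice, the list's median was 1.17 (7 of 8 higher), and the neutrophil list had a median of 1.00 (12 of 15 higher). In each list 1 mouse lay far above the other oil mice. The type 2 score was 2.034 in male oil mouse 4, against 0.375 in mouse 5 and 0.219 in mouse 6. The neutrophil score was 1.426 in male oil mouse 6, against 0.198 in mouse 4 and 0.38 in mouse 5. With 9527+oil against Corexit 9527, the type 2 list had a median of -1.59 (11 of 11 lower) and the neutrophil list one of 0.95 (13 of 14 higher). With 9500+oil against Corexit 9500, the proliferation markers had a median of -0.54, with all 30 lower, and of the sets 10 passed an FDR of 0.10, among them DNA replication (-0.21, FDR = 3.44e-10) and Ribosome (-0.23, FDR = 2.46e-08).

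Notch signaling, higher with 9527+oil in female mice, had an FDR of 0.81 with the offsets for GC content and length and of 5.45e-07 without the 4 libraries, of which saline mouse 3 is in this comparison. The set is lost in one correction and kept in the other, so a trend on GC content and an effect of the exposure cannot be told apart for it. A single saline library is argued against as the cause, since the FDR was the same without saline mouse 3 and at most 0.0187 without saline mouse 1 or 2. With the offsets its median was -0.205, where the median of all genes was -0.16. Over the alternatives apart from leaving out mice, its FDR ran from 5.45e-07 to 0.818.

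Across genes, the log2 fold changes of the dispersants, each against the same saline mice, had a Pearson r of 0.432, where genes are not independent replicates. Sharing the saline mice raises r even when nothing changed. In 20 simulations with unchanged groups of the same size, r lay between 0.23 and 0.365, with a median of 0.274. The simulated groups were drawn around the mean of the same saline mice, which leaves out the error of that mean. That error is what the shared mice add to r, so the simulations cannot decide whether 0.432 exceeds it. The shared saline mice and a response common to the dispersants cannot be told apart here.

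The genes in which every treated mouse lay beyond every saline mouse of its sex made up 1.1% of the tested genes with Corexit 9527, 1% with Corexit 9500, 1.5% with 9527+oil, 0.2% with oil and 0.1% with 9500+oil over both sexes, where chance gives 0.5%. In male mice the shares were 12.8%, 11.7%, 20.1%, 15.4% and 11.8% for oil, Corexit 9500, Corexit 9527 and then 9500+oil and 9527+oil, and in female mice 3.9%, 6.4%, 4%, 2.3% and 17.9%, where chance gives 10%.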
